# Low expression of *ALOX15B* modulates immunosuppressive tumor microenvironment in diffuse large B-cell lymphoma via the TAP1/MHC-I axis

**DOI:** 10.1186/s13046-025-03613-2

**Published:** 2026-01-12

**Authors:** Li Wang, Jiaying Liu, Yucui Shang, Lanxin Zhang, Muchen Zhang, Di Fu, Shu Cheng, Pengpeng Xu, Eurydice Anegeli, Guilhem Bousquet, Ying Fang, Yu Liu, Wei-Li Zhao

**Keywords:** ALOX15B, 17p deletion, Diffuse large B-cell lymphoma, Immunosuppressive tumor microenvironment, TAP1/MHC-I axis

## Abstract

**Background:**

Diffuse large B-cell lymphoma (DLBCL) patients with 17p deletion (17p^-^) show variable outcomes under R-CHOP (rituximab, cyclophosphamide, doxorubicin, vincristine, and prednisone) therapy. *ALOX15B* (arachidonate 15-lipoxygenase type B), located on chromosome 17p, regulates immune responses via arachidonic acid (AA) metabolism. This study investigates its role in DLBCL progression and explores its epigenetic regulation and therapeutic potential.

**Methods:**

We analyzed bulk and single-cell transcriptomic data from DLBCL cohorts to evaluate *ALOX15B* expression and its correlation with clinical outcomes, immune microenvironment, and therapy resistance. Functional assays using siRNA knockdown, luciferase reporter, and drug sensitivity experiments were performed in DLBCL cell lines. Murine and patient-derived xenograft (PDX) models were employed to assess tumor behavior and treatment efficacy in vivo. Chromatin immunoprecipitation sequencing (ChIP-seq), assay for transposase-accessible chromatin using sequencing (ATAC-seq), were conducted to explore the epigenetic regulation of *ALOX15B*.

**Results:**

Low *ALOX15B* expression was associated with inferior progression-free survival (PFS), immunosuppressive microenvironment, and reduced CD8 ^+^ T cell cytotoxicity in DLBCL. Mechanistically, *ALOX15B* deficiency led to upregulation of COX-2/PGE2 signaling and downregulation of the TAP1/MHC-I antigen presentation axis. Silencing *ALOX15B* promoted tumor cell proliferation and resistance to doxorubicin. Epigenetically, HDAC1/2 were enriched at the *ALOX15B* promoter region, repressing its expression. Treatment with the HDAC inhibitor tucidinostat restored *ALOX15B* expression, enhanced tumor cell apoptosis, reinstated antigen presentation, and reprogrammed the tumor immune landscape in both cell lines and in vivo models.

**Conclusions:**

*ALOX15B* is a key epigenetically regulated gene in DLBCL that modulates the tumor immune microenvironment and response to chemotherapy. Its downregulation promotes immune evasion and treatment resistance, while tucidinostat effectively restores its expression and anti-tumor immunity. These findings highlight *ALOX15B* as a prognostic biomarker and therapeutic target, particularly in 17p^−^ DLBCL.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-025-03613-2.

## Background

Diffuse large B-cell lymphoma (DLBCL) is the most common subtype of non-Hodgkin’s lymphoma [1], for which the combination of rituximab, cyclophosphamide, doxorubicin, vincristine, and prednisone (R-CHOP) remains the standard first-line treatment [2]. The prognosis for DLBCL patients with specific high-risk genetic abnormalities, such as chromosome 17p deletion (17p^−^), needs further investigation [3]. Although 17p^−^ has been linked to poor outcomes in various malignancies [4–6], its prognostic significance in DLBCL, especially in the context of R-CHOP immunochemotherapy, is inconclusive. Some studies suggest that patients with 17p^−^ exhibit poorer treatment responses and shorter progression-free survival (PFS), whereas others have found no significant differences in disease outcome, as compared to those without 17p^−^ deletions. This ongoing debate underscores the need for systematic and comprehensive investigations to better define the impact of 17p^−^ on treatment efficacy and patient survival. Understanding the underlying molecular mechanisms in these patients is critical for refining risk stratification and improving personalized treatment approaches in DLBCL.

Given these uncertainties, we aimed to explore the role of *ALOX15B*, a gene located on chromosome 17p, in the pathogenesis of DLBCL and its potential influence on treatment outcomes. *ALOX15B* plays a key role in the metabolism of arachidonic acid, producing lipid mediators, including prostaglandins, which are central to inflammation and immune regulation [7].

In this study, we first explored the pivotal role of *ALOX15B* in suppressing the tumor microenvironment in DLBCL in a histone acetylation-dependent manner. Then, we investigated the underlying mechanism of histone deacetylase inhibitor (HDACi) on *ALOX15B* regulatory circuitry and anti-tumor immunity in 17p^−^ DLBCL. Our findings provide both in vitro and in vivo evidence that *ALOX15B* functions as a novel epigenetic therapeutic target, offering promising implications for treating 17p^−^ DLBCL.

## Methods

### Study design

The flowchart in Supplementary Figure S1 describes the selection methods for patients with DLBCL. This study was based on transcriptomic data obtained from the tumor tissues of 360 patients with newly diagnosed DLBCL, sourced from two previously published research cohorts: 329 patients from a standard R-CHOP cohort [8] and 31 patients from a phase II study of tucidinostat plus R-CHOP in elderly patients with newly diagnosed DLBCL (NCT02753647) [9]. Histological diagnosis was established according to the World Health Organization classification [10] excluding mediastinal large B-cell lymphoma or primary central nervous system DLBCL. The treatment response was evaluated according to the International Workshop Criteria [11]. The Hospital Review Board approved the study, and informed consent was obtained following the Declaration of Helsinki.

### RNA sequencing

Total RNA from frozen tumor tissue or cells was extracted using TRIzol reagent (Thermo Fisher Scientific, MA, USA) and a RNeasy Mini Kit (Thermo Fisher Scientific, MA, USA). RNA sequencing libraries were constructed using a TruSeq RNA Samples Preparation Kit for Illumina. The concentration and size distribution of the RNA sequencing libraries were confirmed using Qubit (Thermo Fisher Scientific, MA, USA) and Agilent 2100 (Agilent). The read pairs were aligned to the reference RefSeq hg19 by Burrows-Wheeler aligner version 0.7.13-r1126. HTSeq was used to generate transcript count table files [12]. Bioinformatic analyses were performed using R 3.5.1 with the R package “sva.” Raw reads were normalized and differentially expressed genes were identified using the “limma” R package (v3⋅38⋅3). The heatmap was generated using Java TreeView [13]. Gene set enrichment analysis (GSEA) was performed to identify regulated pathways and determine global gene expression patterns [14]. Single-sample GSEA (ssGSEA) was used to calculate the enrichment scores of specific gene sets [15].

### Molecular classification

All tumor samples were categorized as germinal-center B-cell-like (GCB) and non-GCB subtypes based on the Hans algorithm, with a 30% cutoff value for CD10, BCL-6, and MUM1 [16]. For BCL2/MYC double expression (DE), the cutoff values of BCL2 and MYC were 50% and 40%, respectively [17].

### Cell lines

B-lymphoma cell lines DB (obtained from American Type Culture Collection, Manassas, VA, USA) and U2932 (Deutsche Sammlung von Mikroorganismen und Zellkulturen, Braunschweig, Germany) were grown in RPMI-1640 medium (MA0548, MeilunBio) with 10% heat-inactivated fetal bovine serum (FBS) (A5669701, Gibco) in a humidified atmosphere containing 95% air-5% CO_2_ at 37°C.

### Retroviral construction and small interfering RNAs

The MSCV-mirE-SV40-Myc-IRES-GFP retroviral vector was used to insert shRNA expression cassettes targeting *Alox15b* into the miR-E scaffold. Retroviral particle packaging and subsequent cell infection were performed as previously described [18]. Small interfering RNAs **(**siRNAs) involved in the study were constructed by Shanghai Xitu Biotechnology Co., Ltd. The siRNA sequences (5′−3′) were as follows: forward primer: GGAACAUGAAGCAGCUGAAtt; reverse primer: UUCAGCUGCUUCAUGUUCCtt.

### Luciferase-reporter assay

The promoter region (− 2000/+ 100) of the *TAP1* gene was PCR-amplified from human genome DNA. The primer sequences were as follows: forward primer: 5’- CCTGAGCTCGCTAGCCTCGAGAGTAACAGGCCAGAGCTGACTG −3’; reverse primer: 5’- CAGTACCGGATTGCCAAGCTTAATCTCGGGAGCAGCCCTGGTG −3’. The amplified 2.1kb fragment was then cloned into a pGL4.14 vector between XhoI and HindIII sites. The resulting plasmid was confirmed by Sanger sequencing. Luciferase reporter assay was conducted using Duo-Lite Luciferase Assay System (DD1205-01, Vazyme, Nanjing, China) according to the manufacturer’s protocols.

### Tumor dissociation and single-cell RNA sequencing (scRNA-seq)

Thirteen tumor samples were collected from 13 patients with newly diagnosed DLBCL. Frozen tumor samples were immediately thawed and washed with phosphate-buffered saline (PBS). Dead Cell Removal Kit (Miltenyi Biotec) was used to remove dead cells. The preparation of single-cell suspensions and the synthesis of complementary DNA and gene expression libraries were performed according to the manufacturer’s instructions. The chromium single cell 3’Kit v2 (10 × Genomics) was used for two samples, whereas the chromium single cell 5’Kit v2 (10 × Genomics) was used for 11 samples. The 3’ gene expression libraries were sequenced on a Novaseq 6000 (Illumina), whereas the 5’ gene expression libraries were sequenced on a MGI-2000 sequencer. scRNA-seq FASTQ files were preprocessed using Cell Ranger v6.0.1 (10 × Genomics) with the default parameters.

### Processing of scRNA-seq data

Downstream analysis was performed using R (v4.4.1). The Seurat package (v4.4.0) was used for quality control, normalization, dimensionality reduction, and clustering. Genes detected in less than 3 cells were filtered out. To ensure quality, cells with fewer than 200 unique molecular identifiers (UMIs) or 200 detected genes were excluded, along with potential doublets identified as cells containing more than 15,000 UMIs or 6000 genes. Mitochondrial contents above 15% were also excluded. The filtered matrix was log-normalized using the NormalizeData function. To mitigate the effects of cell cycle heterogeneity on cell clustering, the CellCycleScoring function was applied to each cell for scoring the S and G2M phases. Variable genes were identified using the FindVariableFeatures function with the ‘vst’ method. Ribosome- and mitochondria-related genes were removed from highly variable genes. The features were then centered and scaled using the ScaleData function, regressing out the effect of mitochondrial gene content and scoring of the S and G2M phases.

### Dimensionality reduction and clustering

Dimension reduction was conducted via principal component analysis (PCA) using the RunPCA function. To eliminate batch effects between datasets, the RunHarmony function in Harmony package (v1.2.0) was applied to the merged datasets [19]. The K‐nearest neighbor for the dataset was computed using the FindNeighbors function. Clustering was performed using the FindClusters function with the Louvain algorithm. The RunUMAP function was used to visualize cells in two-dimensional embeddings. The major cell type was identified based on classical marker genes reported in the literature. Doublets were identified by expressing two or more sets of well‐studied canonical markers of major cell types and were excluded [20].

### Identification of malignant B cells

Due to the inter-patient tumor heterogeneity, malignant cells tend to show a distinct clustered distribution compared to normal cells. In other words, non-malignant cells from different patients usually cluster together by cell type, whereas malignant cells from different patients usually form separate clusters [19]. Thus, B cell subpopulations were extracted and split by sample in this study. After removing the doublets from the B cells of each sample, the B cells were merged without the elimination of batch effects. Clusters B2 and B20 consisted of multiple samples and were considered normal B cells. Then, InferCNV package (v1.20.0) [21] was used to estimate the chromosomal copy number variation (CNV) with cluster B11 as a reference, before verifying the above results.

### Differential expression and enrichment analysis

The FindAllMarkers and FindMarkers functions in Seurat were used to identify differentially expressed genes (DEGs). DEGs with an average log2 (fold change) > 0.5 and *P*‐values < 0.05 were included for KEGG enrichment and analyzed by clusterProfiler package (v4.12.6). DEGs with an average log2 (fold change) > 0.01, those with *P*‐values < 0.05, and those that were expressed in at least 25% of cells in at least one subgroup were used for GSEA. C2 (Reactome) genesets from MSigDB via the msigdbr package (v7.5.1) were used as a geneset for enrichment by the fGSEA package (v1.30.0).

### Cell–cell interaction

The Cellchat package (v2.1.2) [22] was used to analyze intercellular communication. The overall information flow of each signaling pathway was compared between the *ALOX15B* high and low groups using the rankNet function.

### Chromatin immunoprecipitation sequencing (ChIP-seq)

Nuclear extracts were derived from a total of 2 × 10^7^ cells per sample. Immunoprecipitation was performed using rabbit anti-human HDAC1 (ab280198, Abcam, Cambridge, MA, USA), HDAC2 (ab124974, Abcam, Cambridge, MA, USA) and HDAC3 (ab137704, Abcam, Cambridge, MA, USA) antibodies, with normal IgG (3900, Cell Signaling Technologies) used as a negative control. Subsequently, the DNA libraries underwent 15 cycles of amplification and were subjected to sequencing using the Illumina NovaSeq 6000 platform with paired-end 2 × 150 sequencing mode. To ensure the acquisition of high-quality clean reads, raw reads underwent a filtration process that involved the removal of sequencing adapters, short reads (length < 35 bp), and low-quality reads using Cutadapt (v1.9.1) [23] and Trimmomatic (v0.35) [24]. FastQC was then used to ensure high read quality. Peak detection was performed using the MACS (v2.1.1) [25] peak finding algorithm, with the *p*-value cutoff set as 0.05. Annotation of peak sites to gene features was performed using the ChIPseeker R package [26].

### Immunohistochemistry

Immunohistochemistry was performed on 5-μm-paraffin sections using an indirect immunoperoxidase method using antibodies against HDAC1 (A19571, ABclonal, Wuhan, China), HDAC2 (ab32117, Abcam, Cambridge, MA, USA) and ALOX15B (MA5-25,853, Invitrogen, Carlsbad, CA, USA). Expression levels were assessed according to the percentage of positive cells: + denoted < 25%; + + denoted 25%–49%; + + + denoted 50%–74%; + + + + denoted 75%–100%.

### Patient-derived tumor xenograft model

Four-week-old female NSG and NOD-SCID mice were obtained from Shanghai Laboratory Animal Center (Shanghai, China) for the establishment and maintenance of PDX models. Heterotopic PDX models were generated as previously described [27]. Decitabine and doxorubicin, either alone or in combination, were applied to PDX models with a low passage number (P3-P5) to preserve the genetic integrity of the parental tumors. Tumor volumes were calculated as 0.5 × a × b^2^, where “a” is the length and “b” is the width. Treatments were started after the tumor reached approximately 0.5 cm × 0.5 cm on the surface (day 0). The dose and administration schedule were as follows: doxorubicin 0.6 mg/kg twice a week, and tucidinostat 12.5 mg/kg/day for 2 weeks, while the control group was treated with a vehicle solution consisting of 0.2% carboxymethylcellulose saline and 0.1% Tween 80, as previously described [27]. Tumor-bearing mice were then euthanized by CO_2_ asphyxiation. Animals were used according to the ARRIVE guidelines and the protocols approved by the Shanghai Rui Jin Hospital Animal Care and Use Committee.

### Tumor models of immunocompetent mice

C57BL/6 mice (Taconic; 6–8-week-old, female) were obtained from the Institutional Animal Care and Use Committees of Sichuan University (Sichuan, China). The mouse lymphoma development experiments were conducted as previously described [18]. Bone marrow-derived B220 + B progenitor cells were transduced with retroviruses (described above) and then administered via tail-vein injection into C57BL/6 mice that had been sublethally irradiated (4.5 Gy, Cs137). All mice were randomly grouped before transplantation and were monitored twice a week until the start of treatment. Drug treatment was initiated 7 days after transplantation to ensure tumor engraftment in the sh*Alox15b* group. The mice were randomly assigned to two groups: one group was treated with vehicle solution consisting of 0.2% carboxymethylcellulose saline and 0.1% Tween 80, while another group received tucidinostat at a dose of 12.5 mg/kg/day administered once daily via oral gavage. Pharmacological treatment was administered until tumors were observed in all subjects in the vehicle group. scRNA-seq analysis was performed on lymph nodes collected from the sh*Ren* and sh*Alox15b* (vehicle [*n* = 3] and tucidinostat [*n* = 3]) groups and washed with PBS supplemented with 2% FBS. The ground lymph node tissue was filtered through a 100-μm filter to obtain a single-cell suspension. The cell numbers were quantified, and the concentration was adjusted to 800–1200 cells/μl, with cell activity > 85%. Single-cell suspensions were subjected to scRNA-seq within an hour of acquisition, using the 10 × genomics platform to construct the single-cell library of samples.

scRNA-seq libraries were generated using Chromium Single Cell 3’Reagent Kits v3 (10 × Genomics). To identify tumor cells, we added the exogenous plasmid sequence into the mm10 genome reference. Cellranger (v7.0.1) was used to generate the index of the genome reference and align the raw data with the mm10 genome reference for the murine model. Cells with fewer than 200 detectable genes were regarded as poor-quality data for removal. 

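In the lymph node libraries of the tucidinostat experiment, 65660 of 66286 barcodes had at least 200 detectable genes. Between 0 and 14 barcodes per vehicle-treated mouse and between 135 and 257 per tucidinostat-treated mouse fell below this number. Every barcode had at least 500 UMIs (unique molecular identifiers, which count captured transcripts). The share of barcodes with more than 15% of UMIs from mitochondrial genes ranged from 20.6% to 36.4% in the vehicle group and from 6.39% to 7.34% in the tucidinostat group.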

Poor-quality genes detected in three cells were also removed for further analysis.

The Seurat (v4.3.0) pipeline was used for visualization. The FindVariableFeatures function was implemented to identify 4000 high-variable genes using the ‘vst’ model. Scalarization in the Seurat pipeline was performed to determine the expression of high-variable genes for dimension reduction, identifying 30 PCA components. tSNE was used, following the previous pipeline, with 20 PCA components to visualize the dimensional reduction map of the cell clusters. The major subpopulations were identified using classical signatures, and the top markers were calculated using FindAllMarkers.

CellChat (v2.1.2) was used to quantify intrinsic cell–cell interaction signaling between tumor cells and other immune cells. GSEA was utilized to identify significantly enriched pathways from the Molecular Signatures Database using default parameters for each cell subtype.

### Western blot

Western blot was conducted following the procedures described previously [PMID: 37798292]. Samples were isolated and lysed in a lysis buffer (200 μl) (Sigma Aldrich, Shanghai, China). Protein lysates (10 μg) were electrophoresed on 10% sodium dodecylsulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to nitrocellulose membranes (BioRad, Hercules, CA, USA). Membranes were blocked for non-specific binding using 5% nonfat dried milk and left overnight at 4 °C rocking at low speed with ALOX15B (SAB2100110, Sigma-Aldrich, MUC, GER), TAP1 (11,114–1-AP, Proteintech, CHI, USA), HLA class I ABC (15,240–1-AP, Proteintech, CHI, USA), HLA-ABC (HA723415, HUABIO, Hangzhou, CHN), GAPDH (3683S, Cell Signaling Technology, Danvers, MA, USA), ACTIN (A00730-100, GenScript, NJ, USA) as primary antibodies. A horseradish peroxidase-conjugated antibody was employed for secondary detection. The immunocomplexes were visualized using an enhanced chemiluminescence detection kit.

### Quantitative real-time PCR

Total mRNA was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). Complementary DNA was synthesized using HiScript III RT SuperMix for qPCR (+ gDNA wiper) (R323-01, Vazyme, Nanjing, China). Quantitative real-time PCR (qRT-PCR) was performed using ChamQ Universal SYBR qPCR Master Mix (Q711-03, Vazyme, Nanjing, China). For human samples, primers targeting *ALOX15B*, *TAP1*, *HLA-A*, *HLA-B*, *HLA-C*, and *GAPDH* (endogenous control) were used. For mouse samples, primers targeting *Tap1*, *H2-Q4*, *H2-Q6*, *H2-Q7*, and *Gapdh* (endogenous control) were used. Relative expressions were calculated by the method of _ΔΔ_CT. The primer sequences of the above genes are listed in Supplementary Table 1.

### Statistical analysis

The clinical characteristics of the enrolled patients with DLBCL were analyzed using Pearson’s χ2 test or Fisher’s exact test. Correlation analysis was performed using Spearman’s rank correlation method. PFS was measured from the date of disease diagnosis to the date of disease progression or the date of the last follow-up. OS was defined from the date of disease diagnosis to the date of death or last follow-up. The Kaplan–Meier method was used to estimate survival functions using the log-rank test. A two-tailed Student’s *t*-test was used to compare the normalized expression of related genes and the proportion of immune cells. Experimental data from three separate experiments are presented as the mean ± SD and were analyzed using a two-tailed Student’s *t*-test. Statistical analyses were performed using the Statistical Package for the Social Sciences (SPSS) 26.0 software (SPSS Inc., Chicago, IL) or the GraphPad Prism 6 program. *P*-values < 0.05 were considered statistically significant.

## Results

### Low *ALOX15B* expression is associated with inferior clinical outcomes in patients with DLBCL

To investigate the prognostic impact of 17p^−^ in patients with DLBCL, we analyzed the transcriptomic data of 329 patients who received standard R-CHOP treatment from a previously published cohort of 576 cases [8] as shown in Supplementary Figure S1. We assessed the expression of 195 genes (Supplementary Table S2) on 17p.13 and their prognostic impact. By integrating differential gene analysis and Kaplan–Meier survival analysis, we identified five genes whose downregulation was associated with inferior PFS in patients with DLBCL treated with R-CHOP, including *ALOX15B*, *TAX1BP3*, *MYH8*, *PITPNM3*, and *KIF1C* (Supplementary Figure S2A). Receiver operating characteristic (ROC) curve analysis revealed that *ALOX15B* had the most significant effect on predicting the PFS of patients (Supplementary Figure S2B). However, the expression of *ALOX15B* was independent of the 17p- status (Supplementary Figure S2C).

We then divided patients into *ALOX15B* high expression (*ALOX15B* high, *n* = 215) and *ALOX15B* low expression (*ALOX15B* low, *n* = 114) groups according to the ROC cutoff value of *ALOX15B,* expression values equal or greater than 1.539 were classified into high *ALOX15B* expression, whereas values less than 1.539 were considered low expression. As shown in Figs. 1A and B, patients in the *ALOX15B* low group (*n* = 114) exhibited inferior PFS than those in the *ALOX15B* high group (*n* = 215) treated with R-CHOP. However, no significant differences in the overall survival (OS) were observed between the two groups. The clinical and pathological characteristics of the patients are summarized in Table 1. The clinical characteristics did not differ significantly between patients with high and low *ALOX15B* expression.

**Fig. 1:**
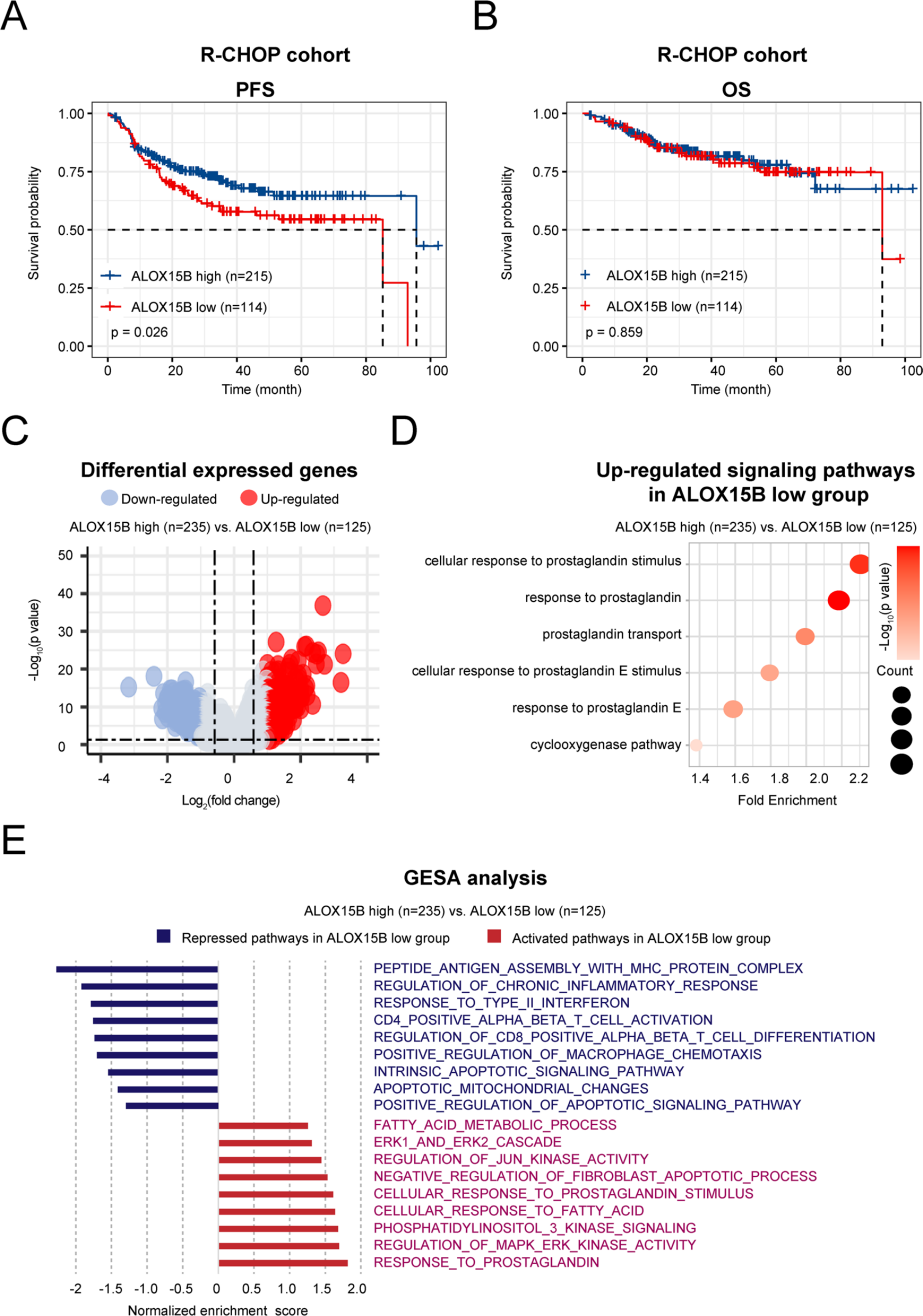
Survival analysis and molecular profiling of *ALOX15B* expression. **A**-**B** Progression-free survival (PFS) (**A**) and overall survival (OS) (**B**) of patients in the R-CHOP cohort categorized by high (*n* = 215) and low (*n* = 114) *ALOX15B* expression. **C** Volcano plot of differentially expressed genes between the *ALOX15B* high (*n* = 235) and low (*n* = 125) groups, with downregulated genes (blue) and upregulated genes (red) based on the log_2_ (fold change) and − log_10_ (*p*-value). **D** Upregulated signaling pathways in the *ALOX15B* low group. The size of the circle corresponds to the pathway enrichment count. **E** Gene set enrichment analysis (GSEA) of repressed and activated pathways in the *ALOX15B* low group compared to the high group

**Table 1:** Clinical characteristics of 329 DLBCL patients in R-CHOP cohort

	*ALOX15B* high n = 215		*ALOX15B* low *n* = 114		
	n	%	n	%	*p* value
Age					
Median (range)	60 (19–85)		56 (17–83)		
≤ 60	114	53.0%	72	56.5%	0.078
> 60	101	47.0%	42	43.5%	
Sex					
Male	117	54.4%	69	60.5%	0.296
Female	98	45.6%	45	39.5%	
ECOG					
0–1	205	95.3%	105	92.1%	0.320
≥ 2	10	4.7%	9	7.9%	
Stage					
I/II	124	57.7%	73	64.0%	0.289
III/IV	91	42.3%	41	36.0%	
LDH					
Normal	106	49.3%	50	47.4%	0.347
Elevated	109	50.7%	64	52.6%	
Extranodal sites					
0–1	173	80.5%	90	78.9%	0.7732
≥ 2	42	19.5%	24	21.1%	
HANS					
GCB	84	39.1%	32	28.1%	0.0527
Non-GCB	131	60.9%	82	71.9%	
MYC/BCL2 double expressor					
Yes	47	21.9%	28	24.6%	0.5833
No	168	78.1%	86	75.4%	

### Low *ALOX15B* expression mediated COX-2/PGE2 upregulation and is associated with immunosuppressive tumor microenvironment within DLBCL

We collected tumor transcriptomic data (*n* = 360), stratified the samples into low (*n* = 125) and high (*n* = 235) *ALOX15B* expression groups, and performed differential gene expression analysis (Fig. 1C). Gene ontology (GO) enrichment analysis revealed significant enrichment of several prostaglandin-associated biological processes in the low *ALOX15B* expression group, consistent with previous findings (Fig. 1D). GSEA indicated a remarkable downregulation of immune-related pathways in tumors from patients with low *ALOX15B* expression, including processes such as antigen presentation complex assembly, inflammatory response, and interferon production, in addition to apoptosis pathways. In contrast, pathways associated with prostaglandin signaling, as well as various oncogenic pathways, were significantly upregulated in the low *ALOX15B* expression group (Fig. 1E). These results suggested that reduced *ALOX15B* expression may suppress tumor apoptosis and modulate immune processes by altering prostaglandin metabolism.

### Low *ALOX15B* expression is associated with reduced MHC-I–mediated antigen presentation in malignant B cells

We next conducted a single-cell transcriptomic analysis of tumor samples from 13 patients, aiming to understand the DLBCL tumor microenvironment in patients with different *ALOX15B* expression levels. These patients were classified into two groups based on high and low *ALOX15B* expression (*n* = 8 and *n* = 5, respectively), based on previously described cut-off values. In total, 36,423 (36.3%) B cells, 55,196 (55.0%) T cells, 3,207 (3.2%) NK cells, 3,676 (3.7%) myeloid cells, 1,264 (1.3%) fibroblasts, and 556 (0.5%) endothelial cells were identified and analyzed (Fig. 2A and Supplementary Figure S3A). The proportions of these cell types did not differ significantly between the two groups (Supplementary Figure S3B). B cells were further subdivided into 29 subclusters (Fig. 2B). Due to the heterogeneity of tumor samples, malignant B cells from different patients cluster separately, whereas normal B cells tend to aggregate into similar subclusters [28]. Specifically, the B2, B11, and B20 subclusters, which included cells from multiple patients, were identified as normal B cells (Fig. 2B and Supplementary Figure S3C). These findings were validated by single-cell CNV analysis using B11 as a reference (Supplementary Figure S3D).

**Fig. 2:**
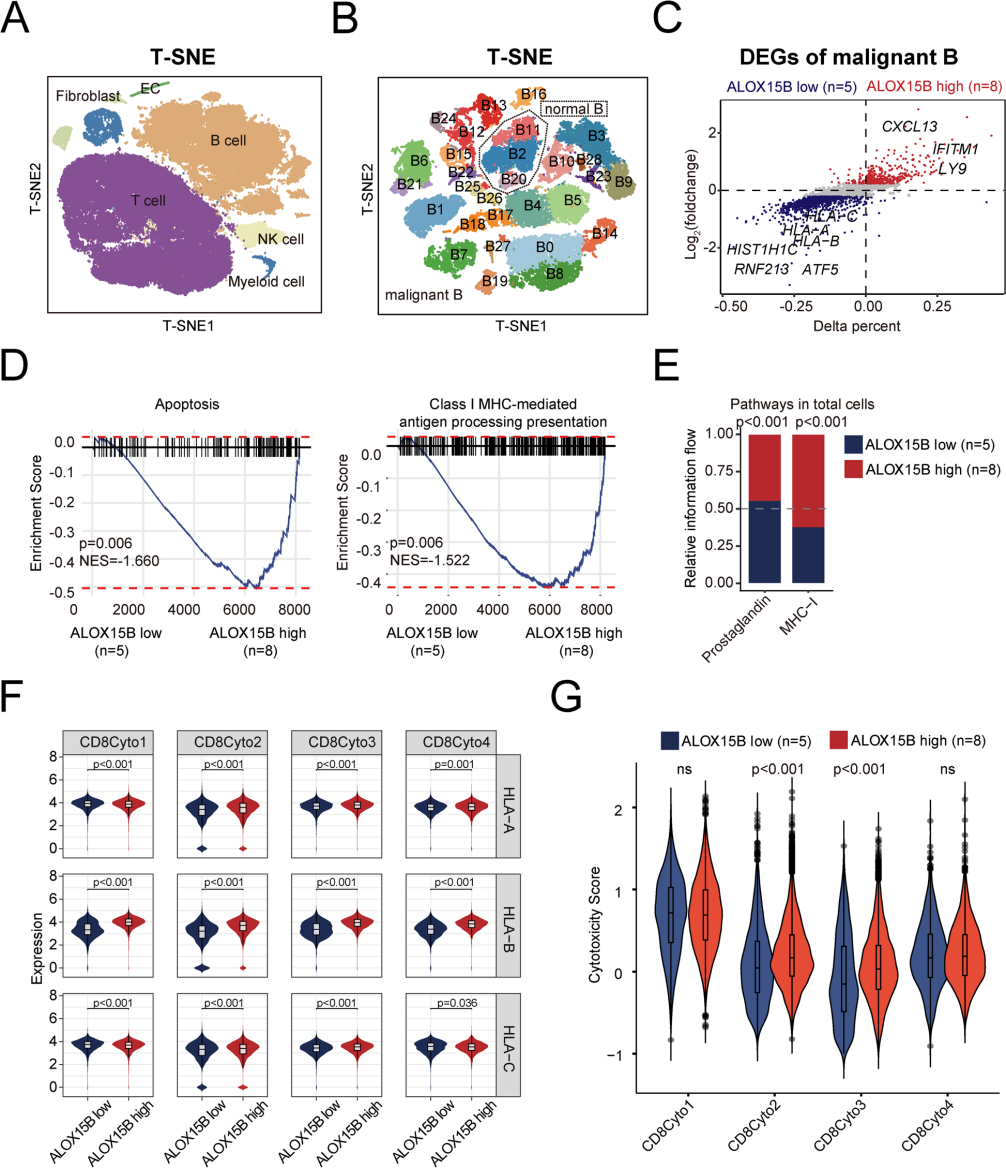
Single-cell analysis of *ALOX15B* expression in malignant B and T cells. **A** t-SNE plot showing the clustering of immune cell types, including fibroblasts, endothelial cells (ECs), B cells, T cells, natural killer (NK) cells, and myeloid cells, based on gene expression profiles. **B** t-SNE plot illustrating the clustering of normal and malignant B cell subsets. Normal B cells are in the dotted circle, and malignant B cells are outside of the circle. **C** Differentially expressed genes (DEGs) in malignant B cells from high and low *ALOX15B* expression groups. **D** GSEA of apoptosis and MHC-I-mediated antigen processing and presentation in the high and low *ALOX15B* expression groups. **E** Relative information flow in total cells showing a significant difference in the relative flow of information through the prostaglandin and MHC-I signaling pathways between the high and low *ALOX15B* expression groups (*p* < 0.001). **F** Expression of MHC-related molecules in CD8^+^T cell clusters between high and low *ALOX15B* expression groups. **G** Cytotoxicity scores in different CD8 ^+^ cytotoxic T cell subsets (CD8Cyto1, CD8Cyto2, CD8Cyto3, CD8Cyto4) between the high and low *ALOX15B* expression groups

We then performed differential gene expression analysis of malignant B cells across the *ALOX15B* subgroups. In the *ALOX15B* high group, we observed the upregulation of the major histocompatibility complex (MHC)-related genes (*HLA-A*, *HLA-B*, *HLA-C*) (Fig. 2C). Enrichment analysis of the DEGs revealed that the apoptosis and class I MHC-mediated antigen processing and presentation pathways were significantly downregulated in malignant B cells from the *ALOX15B* low group (Fig. 2D).

T cells were further classified into eight subclusters. CD4^+^ T cells were categorized into CD4_Tn, CD4_Tcm, CD4_Treg, and CD4_Tfh, whereas CD8^+^ T cells were categorized into CD8_Cyto1, CD8_Cyto2, CD8_Cyto3, and CD8_Cyto4, based on canonical marker genes [29, 30] (Supplementary Figure S4A-B). The two groups showed no statistically significant differences in the proportions of these T-cell subclusters (Supplementary Figure S4C). A similar analysis was performed on myeloid cells, which were classified into six subclusters, namely, M1, M2, cDC1, cDC2, cDC3, and pDC, as identified by canonical marker genes [30, 31] (Supplementary Figure S4D-E). Again, no significant differences in the proportions of these myeloid subclusters were observed between the groups (Supplementary Figure S4F).

We further investigated the interactions between malignant B cells and other cell types within the tumor microenvironment. Analysis of signaling pathway strengths revealed that the prostaglandin pathway was upregulated in the *ALOX15B* low group, whereas the MHC-I pathway was enhanced in the *ALOX15B* high group (Fig. 2E). The transporter associated with antigen processing 1 (TAP1) plays a pivotal role in regulating the assembly and stability of MHC-I molecules [32]. Our single-cell transcriptomic results demonstrated that, *TAP1* expression was significantly reduced in the *ALOX15B* low group, as compared to the *ALOX15B* high group (Supplementary Figure S5A).

As the MHC-I pathway is associated with CD8 ^+^ T cells, we focused further on CD8 ^+^ T cells. Similarly, the expression of MHC-related genes (*HLA-A*, *HLA-B*, *HLA-C*) across various subclusters of CD8 ^+^ T cells was also lower in the *ALOX15B* low group than in the *ALOX15B* high group (Fig. 2F). More importantly, we further discovered that the expression level of *TAP1* in malignant B cells was significantly positively correlated with the important MHC-I genes *HLA-A*, *HLA-B*, and *HLA-C* on CD8 ^+^ T cells (Supplementary Figure S5B). These findings suggested that *ALOX15B* affects MHC-I function by modulating *TAP1* expression. By scoring CD8 ^+^ T cells using a cytotoxicity gene set (including *PRF1*, *IFNG*, *GNLY*, *NKG7*, *GZMB*, *GZMA*, *GZMH*, *KLRK1*, *KLRB1*, *KLRD1*, *CTSW*, and *CST7*), we discovered that the cytotoxicity scores of CD8Cyto2 and CD8Cyto3 were lower in the *ALOX15B* low group (Fig. 2G).

In summary, our analysis revealed that patients in the *ALOX15B* low group exhibited upregulation of the prostaglandin signaling pathway and downregulation of the TAP1/MHC-I axis in malignant B cells. Concurrently, the cytotoxic function of CD8 ^+ ^T cells was diminished in the *ALOX15B* low group. Therefore, *ALOX15B* plays a role in immune evasion mechanisms in DLBCL, suggesting its potential as a therapeutic target.

### *ALOX15B* silencing promotes tumor cell proliferation and resistance to doxorubicin

We constructed *ALOX15B* siRNA to further investigate the biological function of *ALOX15B* in DLBCL cell lines. RNA interference with *ALOX15B* expression was performed in two distinct DLBCL subtypes: DB cells (GCB subtype) and U2932 cells (non-GCB subtype). Cell proliferation was assessed at 12, 24, 36, and 48 h post-transfection using CCK-8 assays. The results revealed that at 36 and 48 h, the si*ALOX15B* group showed a significant increase in cell proliferation compared to the vector group (*p* = 0.032 and *p* = 0.002, respectively, Fig. 3A). Given that doxorubicin is a key cytotoxic agent in R-CHOP, we next assessed the sensitivity of the si*ALOX15B* and vector groups to doxorubicin treatment. The cells were exposed to varying concentrations of doxorubicin (0, 0.05, 0.1, 0.2, 0.4, and 0.8 µM) for 48 h. The results indicated that si*ALOX15B* cells exhibited significantly higher viability than the vector group following doxorubicin treatment (Fig. 3B). Meanwhile, we established a murine model of *Alox15b* knockdown (sh*Alox15b*) using a method described in previous reports [18]. We performed scRNA-seq on mice in the control (sh*Ren*) and sh*Alox15b* groups. First, we observed a higher proportion of tumor cells in the sh*Alox15b* group than in the sh*Ren* group (Supplementary Figure S6A-B). Reduced populations of immune cells were associated with sh*Alox15b* tumors, including CD4 ^+^ T and CD8 ^+^ T cells (Fig. 3C-D). Consistent with the findings of the DLBCL cohort shown above, the GSEA results of murine B-cell lymphomas also showed significant activation of prostaglandin transport (Fig. 3E). Furthermore, compared to sh*Ren* controls, MHC-I-dependent interactions between sh*Alox15b* B cells and microenvironmental CD8^ +^ T cells were attenuated (Supplementary Figure S6C-D, Fig. 3F-G). Additionally, compared to the sh*Ren*, the expression of *TAP1* was significantly reduced in the sh*Alox15b* group (Supplementary Figure S6E). Luciferase-reporter assay was then performed, and the results confirmed that si*ALOX15B* could directly repress *TAP1* through transcriptional regulation (Supplementary Figure S6F). Accordingly, antigen presentation (particularly MHC-I signaling) and apoptosis pathways were suppressed in sh*Alox15b* tumor cells compared to that in sh*Ren* control cells (Fig. 3H). Notably, CD8 ^+^ T cells showed marked downregulation of non-classical MHC-I molecules, suggesting a dual defect in both antigen presentation and innate-like T cell recognition pathways in the sh*Alox15b* group (Supplementary Figure S6G). Meanwhile, CD8 ^+^ T cells in the sh*Alox15b* group exhibited significantly reduced cytotoxicity and killing activity compared to the sh*Ren* group (Fig. 3I). Taken together, these results suggested that silencing *Alox15b* in tumors leads to suppressed apoptosis, enhanced prostaglandin E activation, disruption of MHC-I antigen presentation, and thus promotion of an immunosuppressive microenvironment with DLBCL.

**Fig. 3:**
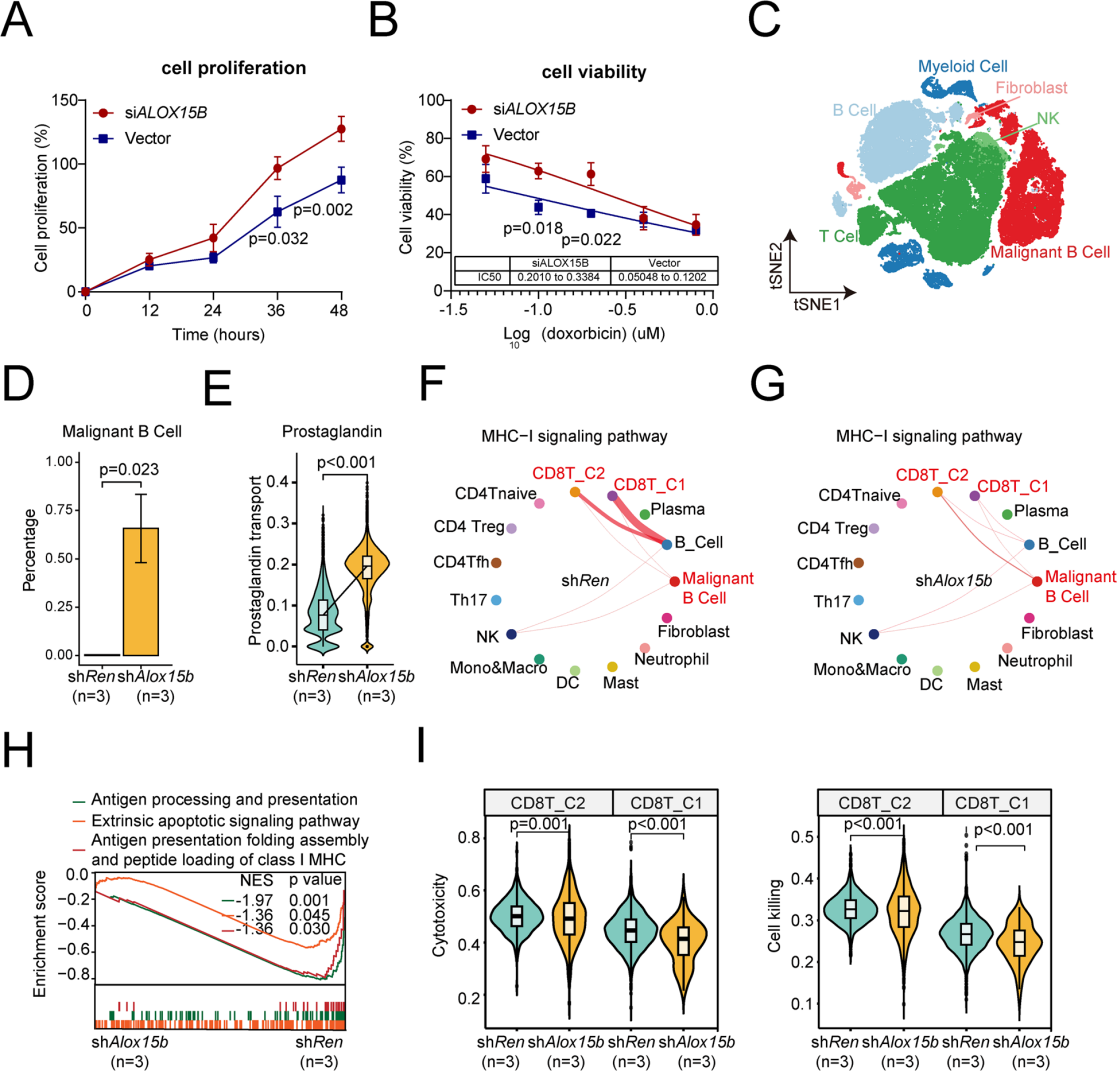
Effects of *ALOX15B* knockdown on cell proliferation, viability, and immune response. **A** Analysis of cell proliferation in si*ALOX15B* and vector control groups. **B** Cell viability assay of the si*ALOX15B* and vector control groups after doxorubicin (Dox) treatment. **C** t-SNE plot of single-cell transcriptomic data showing clustering of cell types, including myeloid cells, fibroblasts, NK cells, T cells, B cells, and malignant B cells. **D** Percentage of malignant B cells in the sh*Alox15b* (*n* = 3) and sh*Ren* (*n* = 3) groups. **E** Expression of prostaglandin transport genes in the sh*Alox15b* and sh*Ren* groups. **F** Network analysis of MHC-I signaling pathways in the sh*Ren* group, with highlighted importance in malignant B cells and CD8 ^+^ T cell clusters. The thickness of the lines represents the probability of cell–cell communication. **G** Network analysis of MHC-I signaling pathways in the sh*Alox15b* group, with highlighted importance in malignant B cells and CD8 ^+^ T cell clusters. **H** GSEA of pathways associated with antigen processing and presentation, extrinsic apoptotic signaling, and MHC-I antigen presentation in the sh*Alox15b* and sh*Ren* models. **I** Cytotoxicity and cell killing assays of CD8 ^+^ T cells in the sh*Alox15b* and sh*Ren* groups

### Tucidinostat restores *ALOX15B* expression and enhances cell apoptosis through the TAP1/MHC-I axis in an HDAC1/HDAC2-mediated manner

Based on the above findings, we revealed the prognostic impact of low *ALOX15B* expression in patients with DLBCL and its significant role in tumor cell proliferation and the immune microenvironment modulation. We further explored the regulatory network of *ALOX15B* expression to identify potential targets for optimizing current therapeutic strategies. By comparing the DEGs between patients with high and low *ALOX15B* expression, enrichment analysis revealed significant epigenetic differences between the two groups, particularly in histone acetylation (Fig. 4A). Using the ssGSEA method, we evaluated the acetylation levels in tumors from 360 patients. Pearson’s correlation analysis showed a significant positive correlation between the mRNA expression levels of *ALOX15B* and acetylation levels (R = 0.342, *p* < 0.001) (Fig. 4B). Previous studies have shown that histone acetylation is primarily regulated by class I HDACs, including HDAC1, HDAC2, and HDAC3 [33]. To further investigate the epigenetic regulatory mechanism underlying low *ALOX15B* expression, we assessed the HDAC levels in tumor tissues from patients with high and low *ALOX15B* expression using immunohistochemistry. Figure 4C demonstrated that the proportions of HDAC1 and HDAC2 were significantly higher in the tumors of patients with low *ALOX15B* expression compared to those with high expression. We also conducted ChIP-seq experiments on lymphoma cell lines. The ChIP-seq results from different HDACs (HDAC1, HDAC2, and HDAC3) at the binding locus revealed distinct binding patterns, with HDAC1 and HDAC2 showing the highest read densities compared to HDAC3 and the IgG control (Fig. 4D). HDAC1 and HDAC2 exhibited stronger enrichment at the *ALOX15B* region than HDAC3, consistent with their roles in transcriptional regulation (Fig. 4D). We also consulted a public Gene Expression Omnibus dataset (GSE137666) [34], which confirmed the direct binding of HDAC1 and HDAC2 to the *ALOX15B* region (Supplementary Figure S6H).

**Fig. 4:**
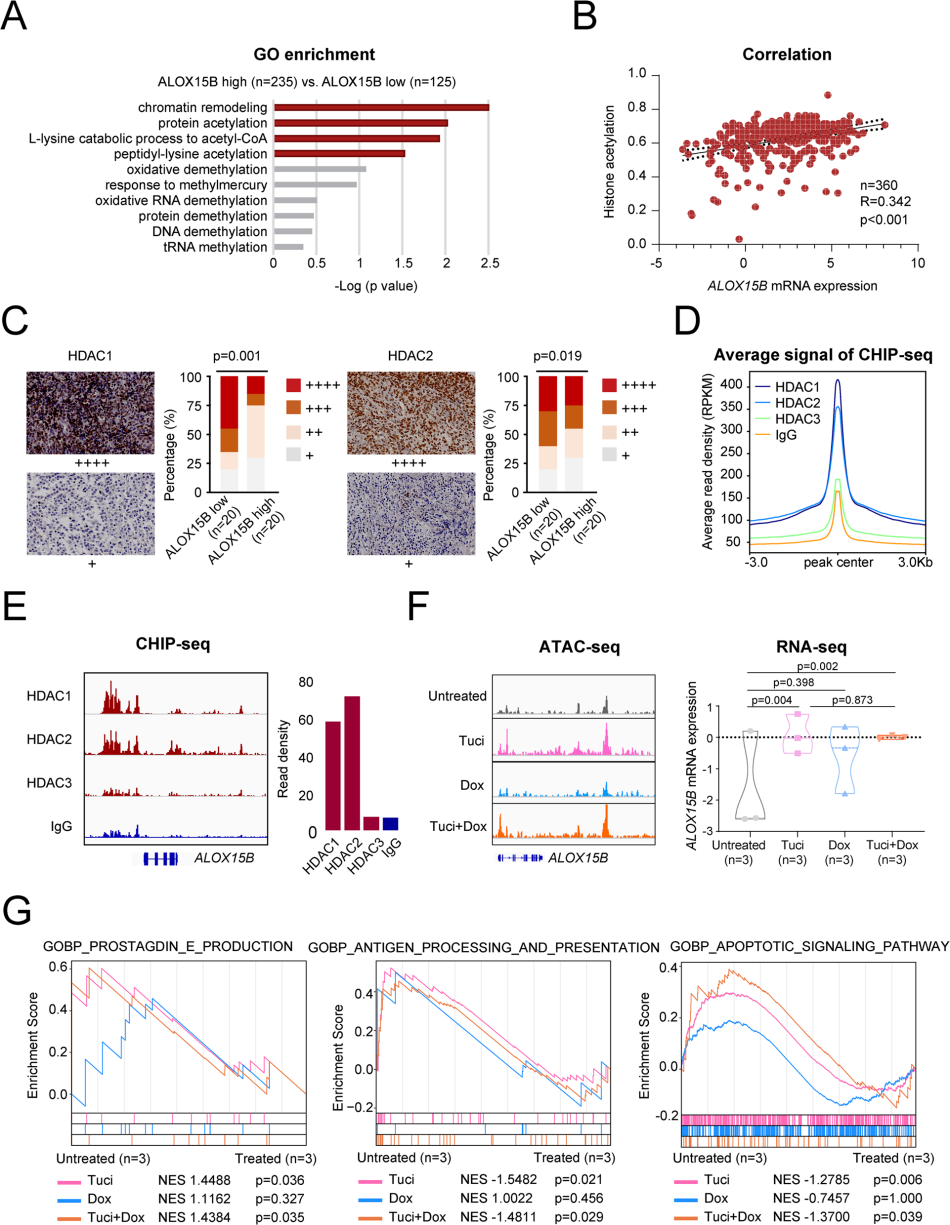
Tucidinostat restores *ALOX15B* expression and enhances lymphoma cell apoptosis through modulating PGE2 production as well as antigen processing and presentation pathways in an HDAC1/HDAC2-dependent manner. **A** Gene ontology (GO) enrichment analysis comparing the high (*n* = 235) and low (*n* = 125) *ALOX15B* expression groups. **B** Correlation between *ALOX15B* mRNA expression and histone acetylation in 360 samples. **C** Immunohistochemical staining of HDAC1 and HDAC2 in the high and low *ALOX15B* expression groups. The percentage of cells with varying levels of expression (from + to + + + +) was quantified, showing a significant difference in HDAC1 and HDAC2 expression between the groups (*p* = 0.001 for HDAC1 and *p* = 0.019 for HDAC2). **D** Average read density from ChIP-seq analysis at the binding locus for HDAC1, HDAC2, and HDAC3, as well as the IgG control. **E** ChIP-seq data showing the binding density of HDAC1, HDAC2, HDAC3, and IgG control at the *ALOX15B* locus. **F** ATAC-seq and RNA-seq data showing changes in chromatin accessibility and *ALOX15B* mRNA expression under tucidinostat (Tuci), doxorubicin (Dox), and the combination of tucidinostat and doxorubicin (Tuci + Dox) treatments. **G** GSEA of pathways associated with prostaglandin E production, antigen processing and presentation, and apoptotic signaling in response to Tuci, Dox, and Tuci + Dox treatment

Tucidinostat, an oral HDACi, has previously been reported to exhibit significant anti-lymphoma effects. DLBCL cell line DB were treated with tucidinostat, doxorubicin, or their combination for 48 h. Each treatment was performed in triplicate independent experiments. Using ATAC-seq and RNA-seq, we analyzed the effects of these treatments on the chromatin accessibility and transcriptional levels of *ALOX15B*. The results showed that the chromatin accessibility and transcriptional levels of *ALOX15B* were significantly restored after treatment with tucidinostat alone and in combination (Fig. 4F). By comparing the drug-response pathways before and after treatment with tucidinostat, doxorubicin, and the combination, we found that both tucidinostat and the combination treatment inhibited prostaglandin E production, restored antigen presentation, and promoted tumor cell apoptosis (Fig. 4G).

In conclusion, our study revealed that *ALOX15B* expression is regulated by HDAC1/HDAC2-dependent histone acetylation. Tucidinostat restored *ALOX15B* expression, inhibited prostaglandin production, activated antigen presentation, and promotes tumor cell apoptosis.

### Tucidinostat restored *ALOX15B* expression and enhanced in vivo lymphoma cell apoptosis

We previously established 10 patient-derived xenograft (PDX) models. The tumor growth curves revealed that tumors in the *ALOX15B* low-expression PDX model proliferated significantly more rapid than those in the *ALOX15B* high-expression group (Fig. 5A). To assess the therapeutic effects of different drug treatments, PDX models were treated with tucidinostat, doxorubicin, and a combination of tucidinostat and doxorubicin. Tumor inhibition analysis demonstrated that the *ALOX15B* low-expression group exhibited reduced sensitivity to doxorubicin, which further validated the results of our in vitro doxorubicin drug sensitivity assays (Fig. 3B). Importantly, *ALOX15B* low-expression PDX mice exhibited a favorable response to tucidinostat, and combination treatment significantly inhibited tumor growth (Fig. 5B). We further investigated the therapeutic response pathways of the tucidinostat, doxorubicin, and combination treatment groups in tumors before and after treatment (Fig. 5C-D). Consistent with our in vitro experiments, both tucidinostat and combination therapy significantly enhanced tumor antigen presentation and promoted tumor cell apoptosis. We also analyzed the effects of these treatments on the chromatin accessibility and transcriptional levels of *ALOX15B* using ATAC-seq and RNA-seq. The results demonstrated that treatment with tucidinostat and combination therapy significantly restored the chromatin accessibility and transcriptional levels of *ALOX15B* expression (Fig. 5E-F).

**Fig. 5:**
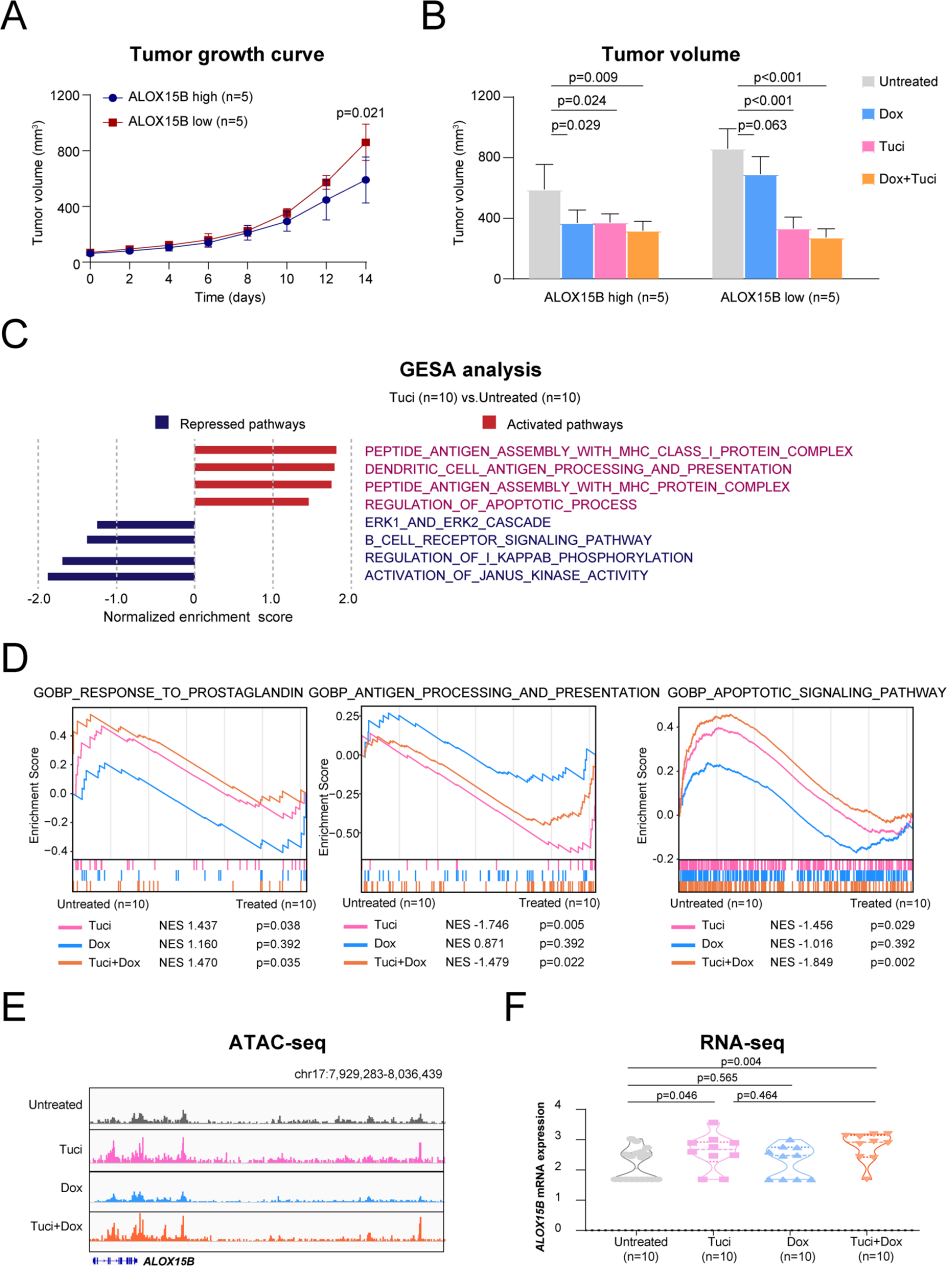
*ALOX15B* expression modulates tumor growth and immune responses in response to various treatments. **A** Tumor growth curve showing a significant increase in tumor volume in the low *ALOX15B* expression group compared to the high *ALOX15B* group over 14 days. **B** Tumor volume measurements in the high and low *ALOX15B* expression groups after treatment with Dox, Tuci, or Tuci + Dox. **C** GSEA comparing the effects of Tuci treatment (*n* = 10) versus untreated conditions (*n* = 10). **D** GSEA of pathways associated with prostaglandin E production, antigen processing and presentation, and apoptotic signaling pathways in the untreated and treated groups (Tuci, Dox, Tuci + Dox). **E** ATAC-seq data showing chromatin accessibility at the *ALOX15B* locus in response to various treatments (untreated, Tuci, Dox, Tuci + Dox). **F** RNA-seq data showing *ALOX15B* mRNA expression in response to Tuci, Dox, and Tuci + Dox treatment

### Tucidinostat modulates the tumor immune microenvironment by enhancing activation of the Tap1/MHC-I axis in vivo

To evaluate the impact of tucidinostat on the tumor microenvironment of *ALOX15B*-deficient lymphoma, we established an *Alox15b*-knockdown lymphoma model in immunocompetent C57BL/6 mice, as reported previously [35]. Briefly, B progenitor cells isolated from the bone marrow of C57BL/6 mice were co-transduced with sh*Alox15b* and *Myc* cDNA, followed by transplantation into irradiated wild-type C57BL/6 mice. One week after transplantation, the recipient mice were randomly divided into two groups: one group was treated with vehicle, and the other group was treated with tucidinostat (12.5 mg/kg/day). Compared to vehicle-treated mice that developed lymphomas within 3 weeks, tucidinostat-treated mice were healthy during the observed period (Fig. 6A-B).

**Fig. 6:**
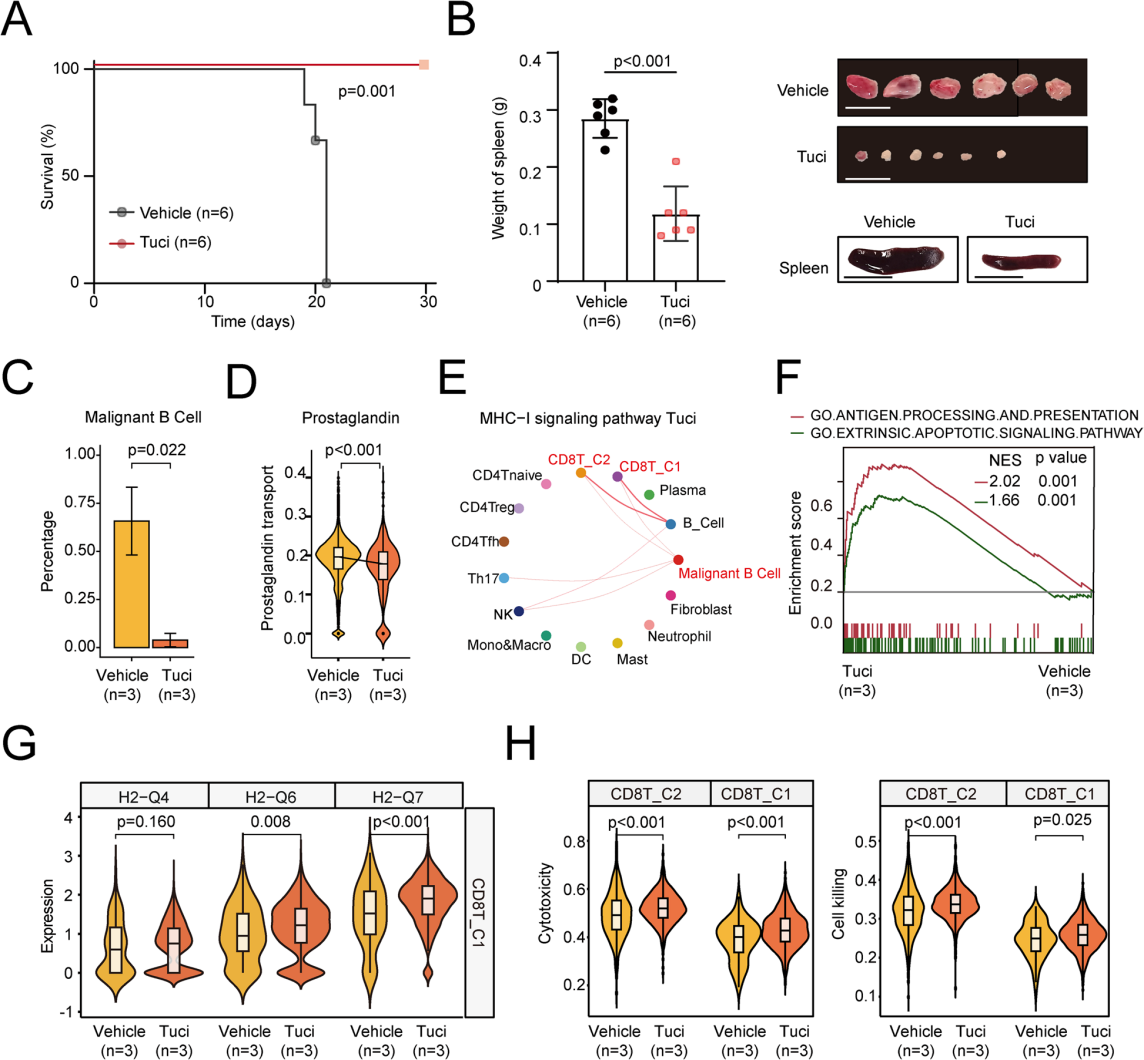
Tucidinostat treatment reduces the tumor burden and modulates the immune response. **A** Kaplan–Meier tumor-free survival curves between the vehicle- and Tuci-treated groups, *p* = 0.001 (log-rank test). **B** Spleen weight measurement and representative images of spleen size and subcutaneous tumor tissues from the xenograft models in the vehicle- and Tuci-treated groups. *p* < 0.001 (log-rank test); scale bar: 5 mm. **C** Percentage of malignant B cells in the vehicle- and Tuci-treated groups. **D** Expression of prostaglandin transport genes in the sh*Alox15b* and Tuci-treated groups. **E** Network analysis of MHC-I signaling pathways in the Tuci-treated groups, with highlighted importance in malignant B cells and CD8 ^+^ T cell clusters. The thickness of the lines represents the probability of cell–cell communication. **F** GSEA comparing the effects of Tuci treatment (*n* = 3) versus untreated conditions (*n* = 3). **G** Violin plots showing MHC-I expression in CD8 ^+^ T cells for following subtypes: H2-Q4, H2-Q6, and H2-Q7 in vehicle- and Tuci-treated groups. **H** Cytotoxicity and cell killing assays of CD8 T_C1 and CD8T_C2 cells in the vehicle and Tuci-treated groups

To determine whether tucidinostat reverses *Alox15b* knockdown-mediated reprogramming of the tumor microenvironment, we performed 10 × Genomics scRNA-seq of lymph nodes harvested from recipient mice treated with vehicle or tucidinostat for 1 week. 

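Lymph nodes of 6 recipient mice were analysed here, 3 treated with vehicle and 3 treated with tucidinostat, an inhibitor of histone deacetylases, at 12.5 mg/kg/day. All 6 mice carried lymphoma cells transduced with shAlox15b and Myc. The authors deposited raw UMI counts without normalization for 28001 features, which are the genes of mm10 (GRCm38) and 3 sequences of the plasmids. The matrices held 38552 barcodes of the vehicle group and 27734 barcodes of the tucidinostat group. Total UMIs per mouse ranged from 151549214 to 183401636 with vehicle (median 172979456) and from 62593953 to 117640812 with tucidinostat (median 83072584). After removal of barcodes with fewer than 200 genes, counts were scaled to 10000 per cell and log-transformed. Clusters were built on 4000 variable genes and named by marker genes, and the names end in "-like" because no protein marker was measured. Between 5.05% and 17.9% of the cells of each vehicle-treated mouse and between 11.9% and 14.2% of the cells of each tucidinostat-treated mouse were left unnamed. For tests of expression, counts were summed over the cells of each class in each mouse, so that mice and not cells were the replicates. These sums held 100525928 to 154201038 UMIs per vehicle-treated mouse and 2820863 to 10615249 per tucidinostat-treated mouse in malignant B-like cells. In CD8 T-like cells, they held 1137916 to 3643440 UMIs with vehicle and 5830875 to 11475650 with tucidinostat. The sums were compared with edgeR's quasi-likelihood test after TMM normalization, and the resulting p-values were adjusted by the Benjamini-Hochberg method. With 3 mice against 3, an exact two-sided permutation test cannot give a p below 0.1.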

The results revealed that tucidinostat treatment significantly reduced the proportions of tumor cells compared to the vehicle group (Supplementary Fig. 6I), concurrently suppressing prostaglandin signaling while enhancing antigen presentation and apoptotic pathway (Fig. 6C-F). 

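Malignant B-like clusters were named by a marker list that holds the plasmid's GFP, Cd79a, Cd79b and Ebf1, none of which was required. They were told apart from B-like clusters by the mean fold of the markers not shared, GFP and Ebf1 among them. A GFP UMI was found in 55.7% of malignant B-like cells in the vehicle group (median depth 14243 UMIs per cell) and in 60.7% in the tucidinostat group (median 23280). In CD4 T-like cells, which should lack GFP, the share was 1.99% with vehicle (median depth 4677) and 0.167% with tucidinostat (median 7646). The highest share of the other named classes with vehicle was 7.87%, in fibroblast-like cells (median depth 16864). With tucidinostat it was 1.59%, in endothelial-like cells (median depth 8104). Malignant B-like cells made up 60.1% ± 19.5 (SD, n = 3 mice) of all cells in the vehicle group and 3.59% ± 3.92 (SD, n = 3 mice) in the tucidinostat group, a difference of −56.5 percentage points. The vehicle-treated mice ranged from 46.1% to 82.4% and the tucidinostat-treated mice from 1.24% to 8.11%, without overlap (exact two-sided permutation test, p = 0.1, the smallest p possible). Without tucidinostat replicate 3, the mean of the tucidinostat group was 1.33%. The alternative that moved the difference most was a stricter cell filter, with at most 15000 UMIs, 6000 genes and 15% mitochondrial UMIs per cell, under which it was −23.5 percentage points. Above 15000 UMIs lay 49.3% of the malignant B-like cells of the vehicle group and 62.3% of those of the tucidinostat group. In edgeR's quasi-likelihood test on cell numbers per class with Benjamini-Hochberg adjustment, malignant B-like cells had a log2 fold change of −4.07 (standard error 0.70, adjusted p = 3.0e-06).
CD4 T-like cells rose from 3.40% ± 1.84 (SD, n = 3 mice) to 35.4% ± 1.41, with a log2 fold change of 3.38 in the same edgeR test with Benjamini-Hochberg adjustment (adjusted p = 3.5e-05). CD8 T-like cells rose from 3.57% ± 1.28 to 9.39% ± 1.04, with a log2 fold change of 1.40 (adjusted p = 0.042, Benjamini-Hochberg), which did not pass 0.05 without vehicle replicate 2 (adjusted p = 0.11) or without tucidinostat replicate 1, 2 or 3 (adjusted p = 0.11, 0.078 and 0.066), with doublets removed at the expected rate (adjusted p = 0.069) or under the stricter cell filter (log2 fold change 0.07, adjusted p = 0.65). The rise of CD8 T-like cells passed without vehicle replicate 1 or 3. It also passed in 2 other settings, with a log2 fold change up to 2.96 (adjusted p down to 0.0022). At Leiden resolutions of 0.5 and 2, the mean share rose from 1.33% to 10.3% and from 1.49% to 9.62%. Among cells that were not malignant B-like, the log2 fold change of CD8 T-like cells was 0.02 (adjusted p = 0.92). Fibroblast-like cells fell from 4.82% ± 1.75 to 0.148% ± 0.0332, and their log2 fold change was −6.43 (adjusted p = 3.5e-07) among cells that were not malignant B-like. Myeloid-like cells did not differ over all cells (log2 fold change 0.73, adjusted p = 0.29) and were lower among cells that were not malignant B-like (log2 fold change −0.56, adjusted p = 0.042). The plot of class shares gives the values of each mouse.

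**Figure D1:**
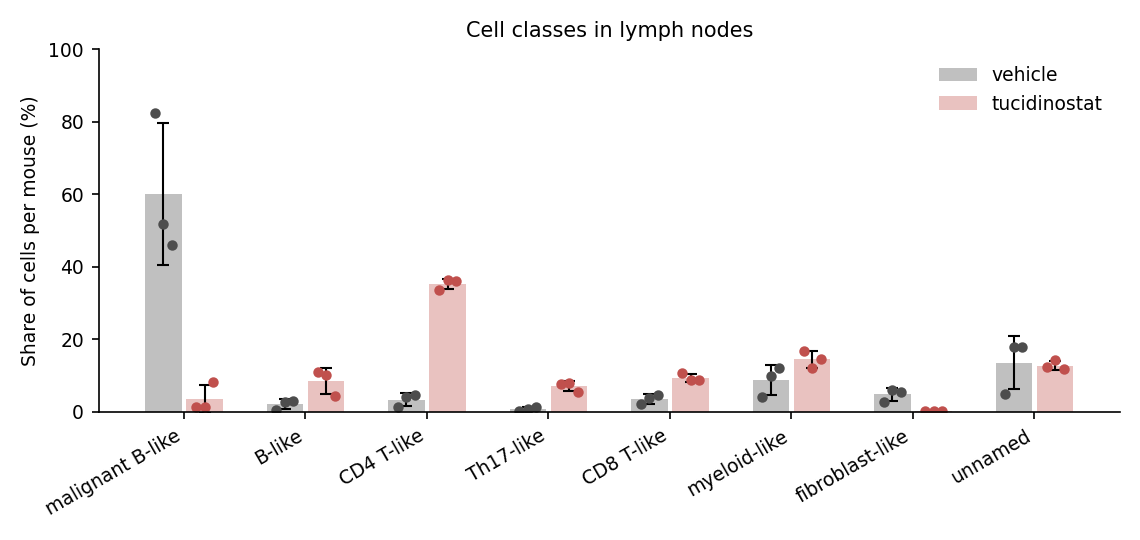
Share of all cells of each mouse in 8 classes, in percent, with vehicle (gray) and tucidinostat (red). Bars give the mean, error bars the SD and points the 3 mice of each group. The malignant B-like shares of the vehicle-treated mice lie between 46.1% and 82.4%, above the 1.24% to 8.11% of the tucidinostat-treated mice.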

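In malignant B-like cells, 2613 of 14280 tested genes passed an adjusted p of 0.05 between the treatments (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), 1378 higher and 1235 lower with tucidinostat. The tucidinostat sums rested on 122, 157 and 472 cells per mouse. Without vehicle replicate 3 the number was 670, without vehicle replicate 2 it was 880, without tucidinostat replicate 3 it was 1229 and without tucidinostat replicate 1 it was 1304. Under the stricter cell filter, which moved the number most, 314 genes passed, with tucidinostat sums of 31, 69 and 49 cells per mouse. The levels of the vehicle group and the tucidinostat group did not overlap for 41.6% of the tested genes, where chance gives 10%. Mouse Alox15b is listed as Alox8 (ENSMUSG00000020891; GRCm38 chromosome 11, 69183932 to 69197843). It had 76 UMIs in the vehicle group and 2 in the tucidinostat group, or 0.202 ± 0.0969 and 0.140 ± 0.168 CPM (counts scaled to library size; SD, n = 3 mice), and no difference was detectable at this depth (log2 fold change −0.74, standard error 1.10, adjusted p = 0.67 in edgeR's test). Myc (ENSMUSG00000022346; chromosome 15, 61985391 to 61990374) had 5.03 ± 0.686 and 6.14 ± 1.41 CPM, a difference that did not pass the threshold (log2 fold change 0.23, adjusted p = 0.53 in edgeR's test), although it passed under the stricter cell filter (log2 fold change 3.13, adjusted p = 0.012). The lymphoma cells carried a transduced Myc cDNA, and the features also hold a plasmid sequence, MYCCL, which was not analysed here. How reads were split between these features is not known, so the Myc values do not give the full Myc level of the tumor cells.
The largest rise among genes with a mean of at least 20 CPM was that of Nt5e (ENSMUSG00000032420; chromosome 9, 88327197 to 88372092), from 2.64 ± 0.111 to 41.0 ± 10.2 CPM (SD, n = 3 mice; log2 fold change 3.93, standard error 0.21, adjusted p = 1.5e-04 in edgeR's test with Benjamini-Hochberg adjustment), followed by Agbl1 (3.18), Myo1d (2.80), Rbp4 (2.67) and Tcf7l2 (2.56). Under the stricter cell filter, Nt5e, Myo1d and Rbp4 did not pass (log2 fold changes 2.06, 1.58 and 1.62). Agbl1 did not pass without vehicle replicate 3 (adjusted p = 0.054), and without tucidinostat replicate 3 its log2 fold change was 1.83. Obp1a (ENSMUSG00000067684; chromosome X, 78085505 to 78091374) and Gm1553 (ENSMUSG00000094186; chromosome 10, 82486537 to 82492618) had no UMI in malignant B-like cells of the tucidinostat group and were at least 414-fold and 254-fold lower, taking 3 counts over the group as the floor, which covers counting error only. Hbb-bs and Smr3a fell by 5.02 and 4.75 on the log2 scale. Obp1a and Smr3a belong to 7 secretory-gland transcripts that took 118 to 550 of every 10000 UMIs in the unnamed cells of the vehicle-treated mice, against 0.956 to 8.08 in their malignant B-like cells. Gm1553 followed Obp1a in malignant B-like cells of vehicle replicates 1, 2 and 3 (17.9, 73.5 and 46.2 CPM against 20.0, 124 and 80.2 CPM). Under the stricter cell filter, Hbb-bs had a log2 fold change of 0.84 and did not pass. Ccnd2 fell by 3.19 (adjusted p = 0.037 in edgeR's test), and passed without vehicle replicate 1 but not without any other single mouse. Under the stricter cell filter its log2 fold change was −0.0077 (adjusted p = 1.0). Smr3a had an adjusted p of 0.027 in edgeR's test. With single mice left out, it passed without vehicle replicate 1 or tucidinostat replicate 2 and not without any of the other 4 mice, and it did not pass in DESeq2 (adjusted p = 0.085).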

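Gene lists for the pathways were written by hand, and each list was compared with all other genes by limma's camera on log2 CPM (prior count 2, preset inter-gene correlation 0.01), with Benjamini-Hochberg adjustment over the lists of the class. The 24 genes of MHC-I antigen presentation had a mean log2 fold change in malignant B-like cells of −0.03 and a median of −0.09, against a mean of −0.16 for all other genes, so that the list lay 0.12 above the rest. Camera's direction was down (adjusted p = 0.72). Of these genes, 2 passed higher and 3 lower over all genes tested, and 4 passed higher and 4 lower adjusted over the list alone. Without vehicle replicate 1 the list lay −0.03 from the rest. Under the stricter cell filter, which moved the list most, it lay 0.87 above the rest (camera adjusted p = 8.5e-07), a call that did not hold with an estimated correlation (adjusted p = 0.27) or in fry (adjusted p = 0.19). Under that filter, B-like markers reached 11.3% of the malignant B-like counts of the tucidinostat group, against 0.580% in the main setting. Normal B cells among them stay open as a part of this rise. Tap1 itself had 29.3 ± 1.53 CPM with vehicle and 32.3 ± 5.77 CPM with tucidinostat in malignant B-like cells (SD, n = 3 mice; log2 fold change 0.16, adjusted p = 0.44 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 14 genes of MHC-II antigen presentation lay 0.41 above the rest (camera adjusted p = 0.099), with 2 passing higher over all genes tested and 3 adjusted over the list alone. The list passed under DESeq2, without a low-count filter, under the stricter cell filter and without tucidinostat replicate 2. The last 3 of these calls did not hold in fry (adjusted p from 0.15 to 0.29) or with an estimated correlation (adjusted p from 0.27 to 0.55).
The 25 tested genes of extrinsic apoptotic signaling lay 0.35 above the rest in malignant B-like cells (camera adjusted p = 0.19, fry adjusted p = 0.017), with 13 genes higher and 12 lower. In fry it did not pass when any single mouse was left out (adjusted p from 0.056 to 0.19). Over all genes tested 5 passed higher and 2 lower, and adjusted over the list alone 6 passed higher and 3 lower. Birc3 rose from 34.7 ± 4.20 to 75.2 ± 10.6 CPM (SD, n = 3 mice) and Mcl1 fell from 212 ± 14.3 to 128 ± 33.0 CPM. Without a low-count filter the list lay 0.73 above the rest (camera adjusted p = 0.035), with a mean log2 fold change of −0.06 in the list and −0.79 in the other genes. It lay 0.49 above under the stricter cell filter (camera adjusted p = 0.044). Neither call held in fry (adjusted p = 0.11 and 0.19) or with an estimated correlation (adjusted p = 0.35 and 0.27). The 14 tested genes of prostaglandin transport had a mean log2 fold change of −0.06 and a median of −0.08, and lay 0.10 above the rest, with camera's direction up (adjusted p = 0.65). Of them 1 passed higher and 1 lower, both over all genes tested and adjusted over the list alone. This list lay between −0.86 (without tucidinostat replicate 3, 17 genes tested, median log2 fold change −0.28, fry adjusted p = 0.0054, camera adjusted p = 0.61) and 0.44 (without vehicle replicate 3, 10 genes tested, fry adjusted p = 0.046, camera adjusted p = 0.19) from the rest when single mice were left out. Summed over all cells of each mouse, its 20 genes lay −0.20 from the rest (camera adjusted p = 0.83, fry adjusted p = 0.63). There 6 passed higher and 6 lower, by either adjustment. Under the stricter cell filter it lay −0.61 from the rest over all cells, with 3 passing higher and 9 lower (fry adjusted p = 0.0076, camera adjusted p = 0.17). Of the 12 tested genes of prostaglandin synthesis and receptors, Ptgis had no UMI in malignant B-like cells of the tucidinostat group, and its fitted fold change is not a measured value. The median log2 fold change of the list was −0.69, the same with Ptgis at a floor of 3 counts over the group. With all 12 genes, the list passed lower in fry, which uses log2 CPM (adjusted p = 2.4e-04), but not in camera (adjusted p = 0.24). In fry it also passed when any single tucidinostat-treated mouse was left out (adjusted p from 8.1e-05 to 0.0056). It did not pass when any single vehicle-treated mouse was left out, with 6 genes tested (fry adjusted p from 0.69 to 0.95). Without the genes that had no UMI in a group, its other 11 genes lay −0.36 from the rest (camera adjusted p = 0.64, fry adjusted p = 0.067). Of these 11, 1 passed higher and 1 lower, as many as adjusted over the list alone. Without vehicle replicate 2 or vehicle replicate 3, only 6 genes of the list were tested, and these lay 0.12 or 0.07 above the rest. Over all cells under the stricter cell filter, the list lay −0.48 from the rest (fry adjusted p = 3.2e-04, camera adjusted p = 0.17). The mouse sets of Reactome, adjusted among themselves, gave 0.33 for folding and peptide loading of class I MHC (camera adjusted p = 0.11), 0.20 for class I MHC processing and presentation (adjusted p = 0.66) and 0.30 for caspase activation by extrinsic signaling (adjusted p = 0.26, fry adjusted p = 0.0030). The set for synthesis of prostaglandins and thromboxanes also holds Ptgis. With that gene, its 9 tested genes passed lower in fry (adjusted p = 6.2e-05) but not in camera (adjusted p = 0.11). Without the genes that had no UMI in a group its other 8 tested genes lay −0.54 from the rest (camera adjusted p = 0.29, fry adjusted p = 0.013). Over all cells the set lay −0.39 from the rest (camera adjusted p = 0.23).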

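MHC-I ligands on malignant B-like cells and their receptor on CD8 T-like cells were measured per mouse as mean log-transformed counts per 10000 per cell. The ligands were the mean over H2-K1, H2-D1, H2-Q4, H2-Q6, H2-Q7, H2-T22, H2-T23 and H2-M3, which is 8 genes, and the receptor was the mean over Cd8a and Cd8b1. The ligand level was 0.401 ± 0.0406 (SD, n = 3 mice) in the vehicle group and 0.395 ± 0.0139 in the tucidinostat group (exact two-sided permutation test, p = 0.9). The receptor level was 0.461 ± 0.0333 and 0.742 ± 0.115 (exact two-sided permutation test, p = 0.1, the smallest p possible). In the vehicle group 29.8% of CD8 T-like cells had a Cd8a UMI (median depth 4735 UMIs per cell), against 54.9% in the tucidinostat group (median depth 10168), and 17.1% and 4.22% had a Cd4 UMI. For Cd79a, a B-lineage gene that T cells should lack, these shares were 9.01% and 1.70%. The product of ligand and receptor was 0.184 ± 0.00937 with vehicle and 0.294 ± 0.0557 with tucidinostat, and the 3 tucidinostat-treated mice lay above every vehicle-treated mouse (exact two-sided permutation test, p = 0.1). The difference of 0.110 was 0.067 and 0.049 with clusters at Leiden resolutions of 0.5 and 2, 0.138 under the stricter cell filter and 0.473 on linear counts, and in each of these 4 settings the ranges of the groups overlapped. They did not overlap with doublets removed at the expected rate (difference 0.112). With B-like cells as the sender, the product was 0.472 ± 0.0481 with vehicle and 0.827 ± 0.106 with tucidinostat.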

MHC-I signaling networks were restored in tucidinostat-treated cells but not in the vehicle group (Fig. 6E). *Tap1* expression and non-classical MHC-I molecules were significantly upregulated in tucidinostat-treated CD8 ^+ ^T cells (Supplementary Figure S6J, Fig. 6G), which exhibited significantly enhanced cytotoxicity and cytotoxic activity compared to the vehicle group (Fig. 6H). 

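Tap1 (ENSMUSG00000037321) encodes a subunit of the peptide transporter of MHC-I loading and lies on chromosome 17 of GRCm38 from 34187553 to 34197225. In CD8 T-like cells it had 89.8 ± 9.84 CPM (SD, n = 3 mice) in the vehicle group and 57.8 ± 8.84 CPM in the tucidinostat group, a log2 fold change of −0.63 (standard error 0.16, adjusted p = 0.0075 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 tucidinostat-treated mice lay below every vehicle-treated mouse. With each mouse left out in turn, the log2 fold change stayed between −0.74 and −0.51. It moved most in the naive-like sub-cluster CD8T_C1-like, at 0.93 (adjusted p = 0.61), where only a single vehicle-treated mouse had at least 20 cells and was assumed to vary like the others. The median over all genes tested there was 0.23. At a Leiden resolution of 0.5 it was −0.03 (adjusted p = 0.92), and at a resolution of 2 it was −0.52 (adjusted p = 0.092). A Tap1 UMI was found in 34.2% ± 3.19 of the cells with vehicle and in 43.9% ± 6.30 with tucidinostat at the full depth, which was 4735 and 10168 UMIs per cell at the median. With cells thinned to 2000 UMIs, which left out 64 cells of the vehicle group and 3 of the tucidinostat group that had fewer, the shares were 17.9% ± 3.14 and 11.5% ± 1.99 (SD, n = 3 mice; exact two-sided permutation test, p = 0.1, the smallest p possible). The B-lineage gene Cd79a, which T cells should lack, gave 4.51% ± 2.82 and 0.256% ± 0.140 in the thinned cells.
Among the non-classical MHC-I genes on chromosome 17, H2-Q4 (ENSMUSG00000035929; 35379617 to 35385290) had 181 ± 22.9 CPM (SD, n = 3 mice) with vehicle and 144 ± 22.6 CPM with tucidinostat (log2 fold change −0.33, adjusted p = 0.11 in edgeR's test with Benjamini-Hochberg adjustment), and passed at a Leiden resolution of 2 (log2 fold change −0.49, adjusted p = 0.044) and in the effector-like sub-cluster CD8T_C2-like (−0.45, adjusted p = 0.029). H2-Q6 (ENSMUSG00000073409; 35424850 to 35430055) had 351 ± 13.0 and 336 ± 46.3 CPM (log2 fold change −0.07, adjusted p = 0.74), with a direction that changed between settings and without tucidinostat replicate 1 or 2. In CD8T_C2-like cells it was lower (−0.36, adjusted p = 0.044). H2-Q7 (ENSMUSG00000060550; 35439155 to 35443773) had 806 ± 34.1 and 659 ± 54.0 CPM (log2 fold change −0.29, adjusted p = 0.14), and 0.85 (adjusted p = 0.16) in CD8T_C1-like cells. The H2-Q genes are near-identical copies whose reads the counting could have split between them, and the values of single copies are uncertain for that reason. Their sum over 6 genes had a log2 fold change of −0.23 (standard error 0.16, adjusted p = 0.28 in edgeR's test).

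**Figure D2:**
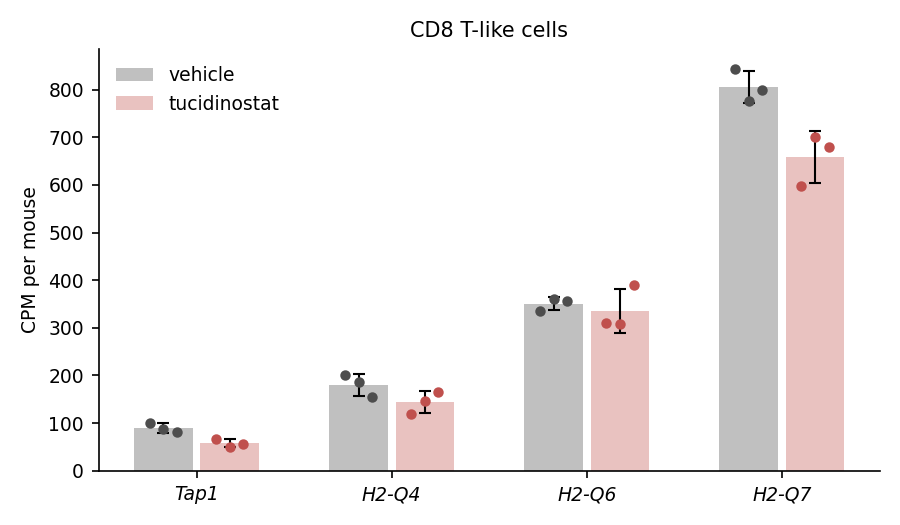
CPM per mouse of Tap1, H2-Q4, H2-Q6 and H2-Q7 in CD8 T-like cells, with vehicle (gray) and tucidinostat (red). Bars give the mean, error bars the SD and points the 3 mice of each group. Tap1 lies at 89.8 CPM with vehicle and 57.8 CPM with tucidinostat, and the direction of H2-Q6 changed between settings.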

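The cytotoxicity list held the mouse counterparts of the genes the paper scores in patients. Its 10 genes had a mean log2 fold change of −1.45 and a median of −1.10 in CD8 T-like cells, and lay −1.34 from all other genes (limma's camera, adjusted p = 1.7e-04 by the Benjamini-Hochberg method). All 10 genes were lower with tucidinostat. Over all genes tested 7 passed lower, and adjusted over the list alone 9 did. The 18 genes of cell killing lay −1.12 from the rest (camera adjusted p = 1.3e-04), with 16 lower, of which 12 passed by either adjustment. The 24 genes of MHC-I antigen presentation lay −0.28 from the rest (camera adjusted p = 0.0017), with 13 passing lower and 2 higher by either adjustment. These calls held in fry (adjusted p = 0.0011 for each list) but not with an estimated inter-gene correlation (adjusted p = 0.086 for each list). Nkg7 and Gzmb of the cytotoxicity list, and Nkg7, Gzmb and Gzmk of the cell killing list, were also markers by which the class or its sub-clusters were named. Without these genes, the cytotoxicity and cell killing lists lay −1.44 and −0.90 from the rest. The MHC-I list did not pass at a Leiden resolution of 0.5 (−0.10, camera adjusted p = 0.073). At that resolution the cytotoxicity and cell killing lists lay −0.92 and −0.50 from the rest (camera adjusted p = 3.7e-05 and 0.0051). In CD8T_C1-like cells, with a single vehicle-treated mouse of 20 cells, none of the 3 lists passed in camera (adjusted p = 0.067 for cytotoxicity, 0.54 for cell killing and 0.54 for MHC-I). There the mean log2 fold change was −0.40 for cytotoxicity (2 genes higher, 8 lower), 0.48 for cell killing (9 higher, 8 lower) and 0.70 for MHC-I (18 higher, 6 lower; fry direction up, adjusted p = 0.089), beside a median of 0.23 over all genes tested and a mean of 1.29 over the genes outside each list. Prf1 had 17.9 ± 5.03 CPM (SD, n = 3 mice) with vehicle and 12.4 ± 2.44 CPM with tucidinostat (adjusted p = 0.14 in edgeR's test). Gzmb had 257 ± 56.5 and 121 ± 68.3 CPM (adjusted p = 0.015), and Ifng had 491 ± 63 and 83.1 ± 33.2 CPM (adjusted p = 2.7e-05).

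**Figure D3:**
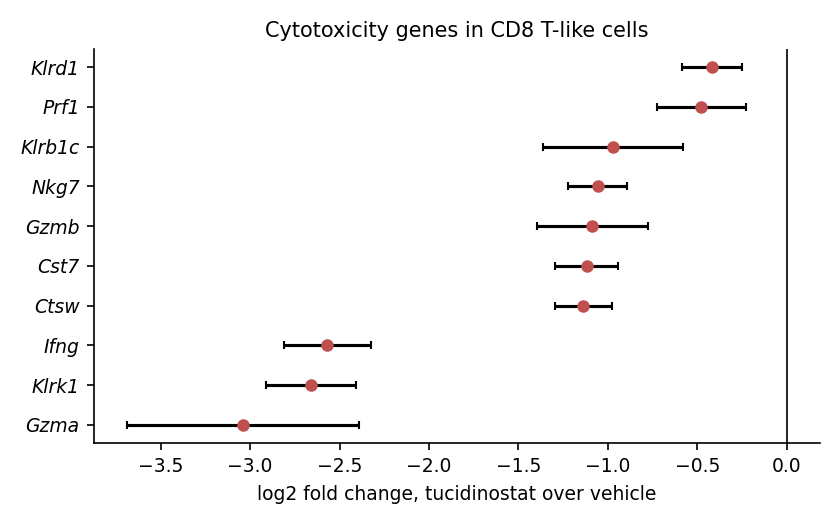
Log2 fold change, tucidinostat over vehicle, of the 10 genes of the cytotoxicity list in CD8 T-like cells. Points give the fold change and error bars the standard error from edgeR's fit over 3 mice per group. Each of the 10 genes lies below 0.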

In conclusion, our results in an immunocompetent mouse model supported that tucidinostat inhibited the abnormally activated prostaglandin E pathway and restored MHC-I-related antigen presentation pathways. This, in turn, improved the immune function of CD8 ^+ ^T cells within the tumor immune microenvironment, enhanced anti-tumor cytotoxicity, and promoted tumor cell apoptosis. 

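Across all genes, 4275 of 10551 tested in CD8 T-like cells passed an adjusted p of 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), 1984 higher and 2291 lower with tucidinostat. The make-up of the class also differed. Its naive-like sub-cluster CD8T_C1-like held 36 of 1409 cells with vehicle and 1233 of 2536 with tucidinostat. In CD8T_C2-like cells alone, 3669 genes passed, and 71.8% of the 4275 genes, among those tested again, stayed past the threshold. The number was 18 in CD8T_C1-like cells, which moved it most, and 2695 with every mouse's sum thinned to the smallest sum. With single mice left out, it ranged from 3020 to 4163. The levels of the groups did not overlap for 51.7% of the tested genes, where chance gives 10%. The largest rise among genes with a mean of at least 20 CPM was that of Tcf7l2 (ENSMUSG00000024985; GRCm38 chromosome 19, 55741820 to 55933654), from 3.47 ± 2.79 to 42.2 ± 10.5 CPM (SD, n = 3 mice; log2 fold change 3.33, standard error 0.35, adjusted p = 5.9e-05 in edgeR's test). Plaur (2.64), Pgpep1l (2.34), Ifngr2 (2.23) and Nr6a1 (2.21) followed by log2 fold change. None of these 5 genes passed in CD8T_C1-like cells. Myc rose from 72.4 ± 7.69 to 128 ± 14.6 CPM (SD, n = 3 mice; log2 fold change 0.81, adjusted p = 0.0011 in edgeR's test), and did not pass at Leiden resolutions of 0.5 and 2 (log2 fold changes 0.30 and 0.33) or in CD8T_C1-like cells (0.39). The 5 largest falls were those of Obp1a, Gm1553, Gm5938, Scgb2b2 and Scgb1b2. These genes had no UMI in CD8 T-like cells of the tucidinostat group. With 3 counts over the group as the floor, they were at least 2072-fold, 1350-fold, 939-fold, 862-fold and 712-fold lower. These limits rest on the vehicle mean and cover counting error only, while Obp1a ranged from 62.1 to 393 CPM over the vehicle-treated mice. Obp1a, Scgb2b2 and Scgb1b2 belong to the 7 secretory-gland transcripts, which together took 3.41 to 26.6 of every 10000 UMIs in the CD8 T-like cells of the vehicle-treated mice, 2.77 to 29.0 in their CD4 T-like cells and 3.40 to 33.2 in their Th17-like cells, against 118 to 550 in their unnamed cells. Such similar levels argue against a fall particular to CD8 T-like cells. Gm1553 and Gm5938 followed Obp1a over vehicle replicates 1, 2 and 3. They had 54.7, 244 and 144 CPM and 33.1, 167 and 108 CPM, against 62.1, 393 and 225 CPM for Obp1a. Scgb2b2 (chromosome 7, 31290508 to 31304977) and Scgb1b2 (31290519 to 31291821) overlap on opposite strands, so their single values are uncertain. The paper concludes that its results in an immunocompetent mouse model supported that tucidinostat inhibited the prostaglandin E pathway and restored MHC-I-related antigen presentation, and states that this in turn improved the function of CD8 T cells.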

The *ALOX15B*/*TAP1*/MHC-I axis was markedly increased both in vitro and in vivo after HDACi treatment, as revealed by qRT-PCR, immunoblotting, and immunohistochemistry (Supplementary Figure S7). These findings are consistent with clinical outcomes observed in a phase II trial (NCT02753647) of tucidinostat plus R-CHOP (CR-CHOP) in newly diagnosed DLBCL patients (Supplementary Figure S8). Survival analysis revealed that the addition of tucidinostat improved the outcome of patients with low *ALOX15B* expression who experienced poor response to RCHOP, as *ALOX15B* expression no longer influenced the PFS of patients receiving CR-CHOP.

## Discussion

In this study, we identified *ALOX15B*, a gene located on the 17p region, as a critical factor in predicting the prognosis of patients with DLBCL. The 17p^−^ is associated with poor prognosis in various lymphoid malignancies, including multiple myeloma [4], chronic lymphocytic leukemia [5], mantle cell lymphoma [6], and DLBCL [36]. In addition to *TP53*, the well-known tumor suppressor gene located on 17p [3], we demonstrated that low expression of *ALOX15B* is related to activation of the prostaglandin pathway, attenuation of TAP1/MHC-I axis, which in turn promotes lymphoma progression.

ALOX15B is an enzyme involved in the metabolism of arachidonic acid, a polyunsaturated fatty acid that can be metabolized through multiple pathways, including the cyclooxygenase pathway responsible for prostaglandin synthesis [7]. Low ALOX15B expression leads to the accumulation of arachidonic acid and upregulation of the cyclooxygenase pathway, particularly the production of PGE2. PGE2 is a bioactive lipid that plays an essential role in the tumor microenvironment by promoting tumor growth, angiogenesis, and immune evasion [37]. In melanoma, PGE2 can enhance tumor progression by modulating the immune response through its receptors (EP1-EP4), thereby inducing the dysfunction of cDC1 and inactivating CD8 ^+^ T cells, leading to immunosuppression and a more favorable environment for tumor growth [38].

Concerning the tumor microenvironment, scRNA-seq results revealed that low *ALOX15B* expression was associated with decreased MHC-I molecule in malignant B cells. This reduction in MHC-I expression significantly impairs the communication between tumor B cells and T cells, leading to an immunosuppressive microenvironment. This finding provided a mechanistic explanation for the poor prognosis observed in patients with low *ALOX15B* expression who undergo R-CHOP immunochemotherapy. Furthermore, TAP1, which is responsible for efficiently presenting antigens to MHC-I molecules and the assembly of MHC-I molecules [39, 40], was expressed at low levels in both patients and murine models with low *ALOX15B* expression. The luciferase reporter assay demonstrated that ALOX15B could interact with the promoter of *TAP1*, providing insights into the mechanism of ALOX15B-regulating *TAP1* transcription and subsequently MHC-I expression. Consistent with our observations, TAP1-deficient mice exhibit a significant reduction in MHC-I expression and the number of CD8 ^+^ T cells, which impairs host immune responses [41]. Specifically, the downregulation of MHC-I molecules on tumor B cells limits the ability of T cells to recognize and kill tumor cells, thereby facilitating tumor immune evasion [42]. This immunosuppressive landscape within the tumor microenvironment is a critical factor contributing to the poor response to immunochemotherapy in these patients. Future therapeutic strategies targeting the restoration of MHC-I expression or the enhancement of T cell activity may improve outcomes in patients with low *ALOX15B* expression.

However, further investigation showed that the low expression of *ALOX15B* in lymphoma cells was independent of 17p^−^, and ChIP-seq analysis revealed that the expression of *ALOX15B* was modulated by HDACs, specifically HDAC1 and HDAC2. HDACs modulate gene expression by deacetylating histones, thereby influencing chromatin structure and accessibility [43]. We further demonstrated that restoring *ALOX15B* expression using the HDACi tucidinostat retarded lymphoma cell growth both in vitro and in vivo by inhibiting the PGE2 pathway, enhancing antigen presentation, and promoting lymphoma cell apoptosis. Tucidinostat is a novel benzamide HDAC inhibitor that inhibits class I HDAC1, HDAC2, HDAC3, and class IIb HDAC10 [44]. In this study, we demonstrated that in DLBCL, tucidinostat increased histone acetylation, inducing an open chromatin state to improve the binding of transcription factors to the *ALOX15B* promoter, leading to elevated *ALOX15B* expression [45]. These findings provided insights into the ability of epigenetic agents to restore the expression of genes located on 17p in 17p^−^tumors.

## Conclusions

In conclusion, our study provided evidence for the critical role of *ALOX15B* in DLBCL pathogenesis. The downregulation of *ALOX15B* is closely related to immune suppression, poor prognosis, and chemoresistance, highlighting its potential as a valuable biomarker for identifying patients at high risk of treatment failure. Additionally, our findings suggested that tucidinostat could restore *ALOX15B* expression in an HDAC1/HDAC2-dependent manner, suggesting a promising therapeutic strategy for improving treatment outcomes in patients with DLBCL.

## Supplementary Information

Supplementary Material 1: Supplementary Figure S1. Flowchart of patient selection and analysis. This flowchart outlines the process of patient selection and analysis in the study. A total of 360 patients with bulk-RNA sequencing data were included. These patients were categorized into two groups based on their treatment regimen: R-CHOP cohort (n=329) and CR-CHOP cohort (n=31). Supplementary Figure S2. Analysis of genes located on the 17p.13 region. (A) Scatter plot showing the relationship between gene expression levels and PFS for 195 genes located on the 17p.13 region. The genes* ALOX15B*, *TAX1BP3*, *MYH8*, *KIF1C*, and *PITPNM3* are highlighted in red, indicating that their low expression levels are significantly associated with PFS, based on the log_2_ (fold change) and −log_10_ (*p*-value). (B) Table presenting the area under the curve (AUC) values for the genes *ALOX15B*,* TAX1BP3*,* MYH8*,* PITPNM3*, and *KIF1C*, along with standard error and asymptotic significance. (C) Box plot comparing the mRNA expression levels of *ALOX15B* in patients with and without the 17p deletion (17p^-^). The expression levels of *ALOX15B* are shown for 17p^-^ (n=21) and non-17p^-^ (n=332) groups, with no significant difference (p=0.583). Supplementary Figure S3. Identification of distinct cell types within the tumor microenvironment of patients with diffuse large B-cell lymphoma. (A) Density plot depicting the expression of marker genes across different cell types. (B) Proportions of each cell type in patients grouped by different *ALOX15B* expression levels. (C) t-SNE plot showing the distribution of B cells across various samples. (D) Heatmap representing copy number variations (CNVs) for each B cell subcluster (reference: cluster B11; red indicates amplifications, blue indicates deletions). (E) Proportion of malignant B cells within the total B cell population across patients with different *ALOX15B* groups. Supplementary Figure S4. Analysis of T cells and myeloid cells in the tumor microenvironment. (A) t-SNE plot illustrating the distribution of T cells across different subclusters. (B) Dot plot showing the expression of marker genes for T cell subclusters. (C) Proportions of CD4^+^ and CD8^+^ T cell subclusters in patients classified by different *ALOX15B* expression levels. (D) t-SNE plot depicting the distribution of myeloid cells across various subclusters. (E) Density plot of marker gene expression in different myeloid subclusters. (F) Proportions of myeloid subclusters in patients with different *ALOX15B* groups. Supplementary Figure S5. Analysis of *TAP1* expression and its correlation with MHC-I expression in CD8^+^ T cells. (A) Box plot showing the mRNA expression of *TAP1* in patients with low and high *ALOX15B* expression. (B) Correlation analysis between* TAP1* expression in malignant B cells and MHC-I expression in CD8^+^ T cells for three HLA subtypes: (left) HLA-A, (middle) HLA-B, and (right) HLA-C. Supplementary Figure S6. Immune cell identification and analysis of TAP1 regulation. (A) Dot plot showing the normalized expression of various genes across different cell types. The size of the dots indicates the percentage of cells expressing each gene, while the color intensity represents the normalized expression level of each gene. (B) Stacked bar plot showing the relative abundance of different cell types in sh*Ren* and sh*Alox15b* conditions. (C) Dot plot showing the expression of various genes across subtypes of CD8 T cells, CD4 T cells, Th17 cells, and other immune cells. The size of the dots indicates the percentage of cells expressing each gene, and the color represents the average expression level. (D) UMAP (Uniform Manifold Approximation and Projection) plot showing the clustering of different T cell subtypes, including CD4 and CD8 subsets, Th17, and CD4 Treg cells. (E) Violin plot showing the mRNA expression of *Tap1* in *Ren* and sh*Alox15b* murine models. (F) Bar chart depicting the relative luciferase activity of the *TAP1* promoter in DB and U2932 cell lines with either a vector or si*ALOX15B*. (G) Violin plots showing MHC-I expression in CD8^+^ T cells for following subtypes: H2-Q4, H2-Q6, and H2-Q7 in *Ren* and sh*Alox15b* groups. (H) ChIP-seq analysis from a public Gene Expression Omnibus data (GSE137666) showing Hdac1 and Hdac2 binding at the *Alox15b* locus, with input control shown at the bottom. (I) Stacked bar plot showing the relative abundance of different cell types in vehicle and Tuci-treated groups. (J) Violin plot showing the mRNA expression of *TAP1* in sh*Alox15b* murine models under Tuci trearment. Supplementary Figure S7. Tucidinostat restores ALOX15B expression and enhances the Tap1/MHC-I axis both in vitro and in vivo. (A) qRT-PCR analysis of *TAP*1, *HLA-A*, *HLA-B*, and *HLA-C* mRNA expression in lymphoma cell lines DB and U2932 treated with Tuci or untreated control. (B) Immunoblot analysis showing increased TAP1 and HLA-ABC protein levels following Tuci treatment in si*ALOX15B* lymphoma cell lines DB and U2932. (C-D) Immunoblot analysis of TAP1 and HLA-ABC expression in subcutaneous tumor tissues from xenograft models in the indicated groups (sh*Ren*, sh*Alox15b*, and sh*Alox15b *+ Tuci), with three replicates per group. (E) qRT-PCR and immunoblot showing increased *ALOX15B* expression in lymphoma cell lines DB and U2932 following Tuci treatment. (F) qRT-PCR and immunohistochemical staining demonstrating upregulation of *ALOX15B* in tumor tissues from PDX models treated with Tuci compared with untreated controls (*n* = 10 per group). Scale bar, 50 μm. Data are presented as mean ± SEM. Supplementary Figure S8. Survival analysis of *ALOX15B* expression in CR-CHOP cohort. (A-B) PFS (A) and OS (B) of patients in the CR-CHOP cohort categorized by high (*n* = 19) and low (*n* = 12) *ALOX15B* expression.

Supplementary Material 2.

## Data Availability

Raw scRNA-seq generated in this study have been deposited at the GSA-Human database (Accession number HRA007235, https://ngdc.cncb.ac.cn/gsa-human/s/746Ca9Hq). The scRNA-seq data of mouse in this study are deposited in NCBI GEO under accession number GSE294509. Published bulky RNA sequencing data from previous studies were available on the National Omics Data Encyclopedia (https://www.biosino.org/node) under the project OEP001143 and OEP001242. Data are open to the scientific and medical community. Proposals requesting individual participant data that underlie the results reported in this article (after de-identification) can be sent to Prof. Wei-Li Zhao, . A steering committee involving all principal investigators will evaluate the request and make the decision before sending the database to any academic partners.

## Abbreviations

AA: Arachidonic acid
ALOX15B: Arachidonate 15-lipoxygenase type B
HDAC: Histone deacetylase
DLBCL: Diffuse large B-cell lymphoma
R-CHOP: Rituximab, cyclophosphamide, doxorubicin, vincristine, and prednisone
17p^-^: Chromosome 17p deletion
PFS: Progression-free survival
GSEA: Gene set enrichment analysis
SsGSEA: Single -sample GSEA
GCB: Germinal-center B-cell-like
DE: BCL2/MYC double expression
FBS: Fetal bovine serum
siRNAs: Small interfering RNAs
scRNA-seq: Single-cell RNA sequencing
PBS: Phosphate-buffered saline
CNV: Copy number variation
DEGs: Differentially expressed genes
ChIP-seq: Chromatin immunoprecipitation sequencing
ROC: Receiver operating characteristic
OS: Overall survival
GO: Gene ontology
MHC: Major histocompatibility complex
PDX: Patient-derived xenograft

# Supplementary material for: Low expression of ALOX15B modulates immunosuppressive tumor microenvironment in diffuse large B-cell lymphoma via the TAP1/MHC-I axis
**Source:** J Exp Clin Cancer Res. 2026 Jan 12;45:43. doi: 10.1186/s13046-025-03613-2

# Supplementary Figure S1

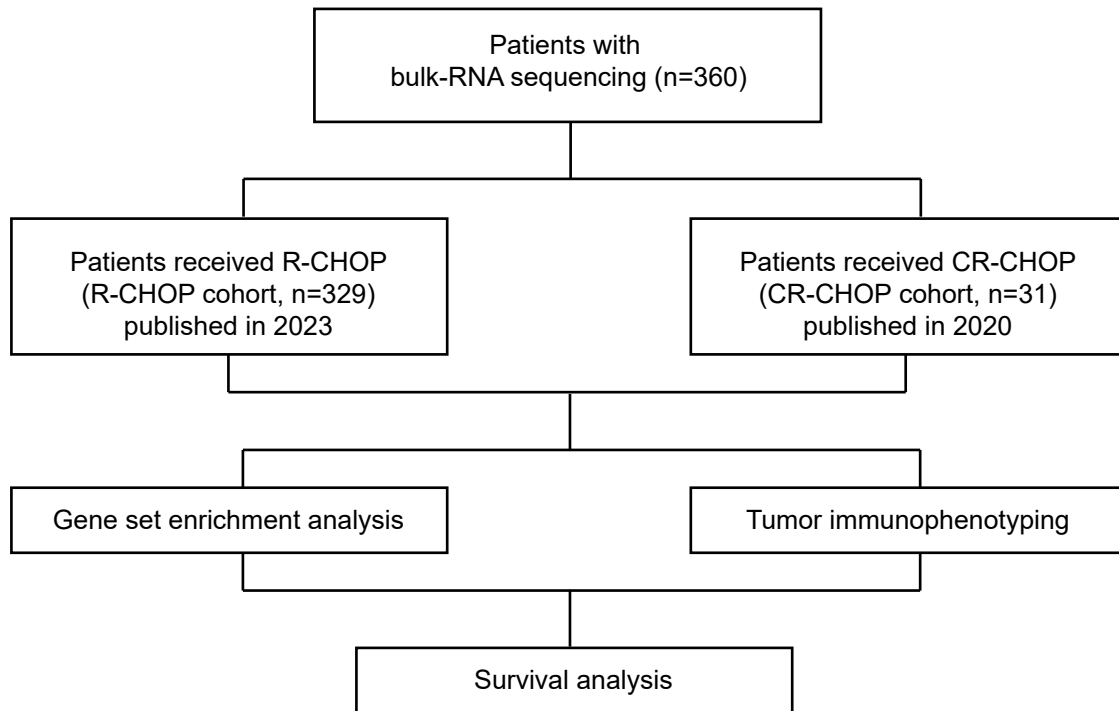

# Supplementary Figure S2

A

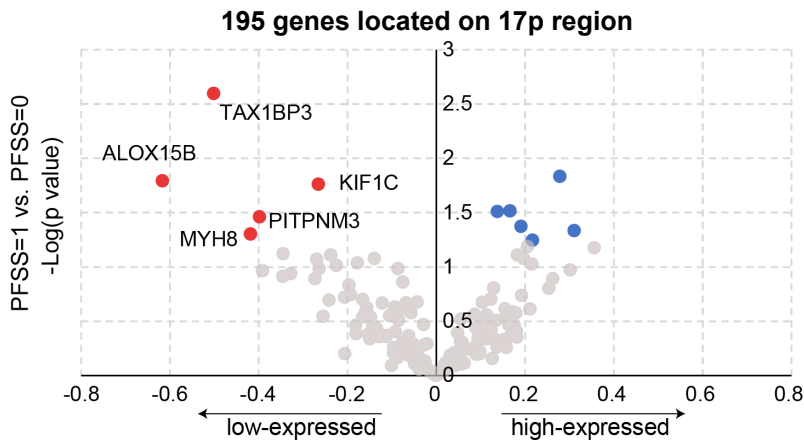

B

**Area Under the Curve**

| Test Result Variable(s) | Area | Std. Error <sup>a</sup> | Asymptotic Sig. <sup>b</sup> | Asymptotic 95% Confidence Interval |             |
|-------------------------|------|-------------------------|------------------------------|------------------------------------|-------------|
|                         |      |                         |                              | Lower Bound                        | Upper Bound |
| ALOX15B                 | .413 | .032                    | .009                         | .350                               | .477        |
| TAX1BP3                 | .392 | .032                    | .001                         | .331                               | .454        |
| MYH8                    | .450 | .033                    | .136                         | .386                               | .514        |
| PITPNM3                 | .441 | .033                    | .078                         | .377                               | .505        |
| KIF1C                   | .440 | .032                    | .075                         | .377                               | .504        |

The test result variable(s): ALOX15B, TAX1BP3, MYH8, PITPNM3, KIF1C has at least one tie between the positive actual state group and the negative actual state group. Statistics may be biased.

a. Under the nonparametric assumption

b. Null hypothesis: true area = 0.5

C

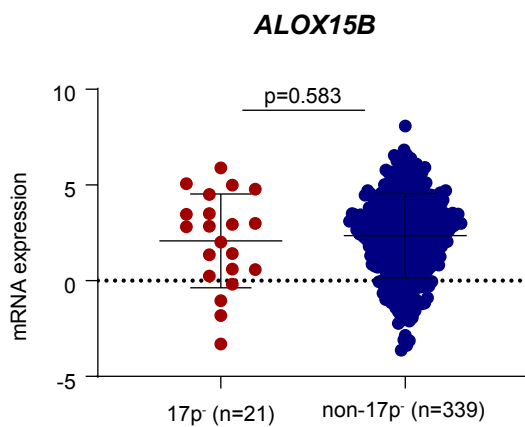

# Supplementary Figure S3

A

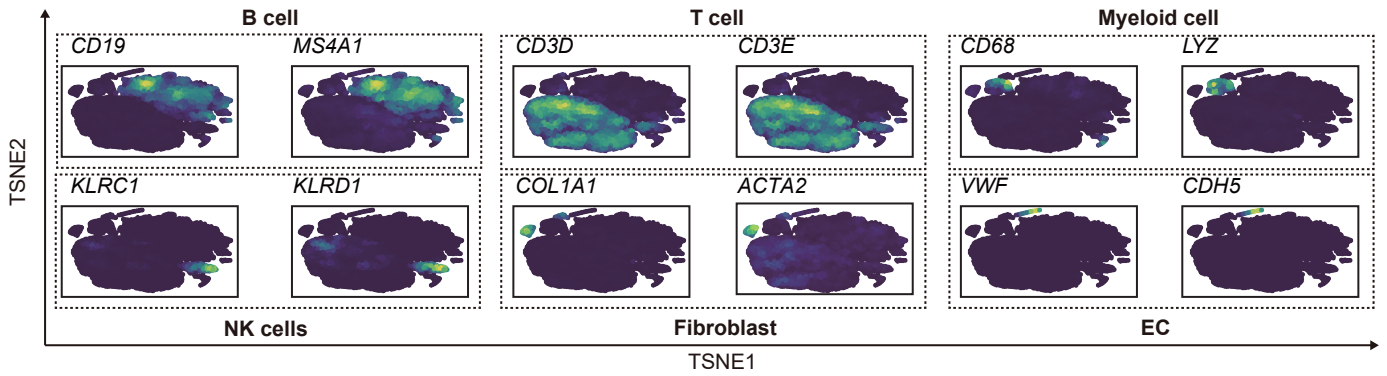

B

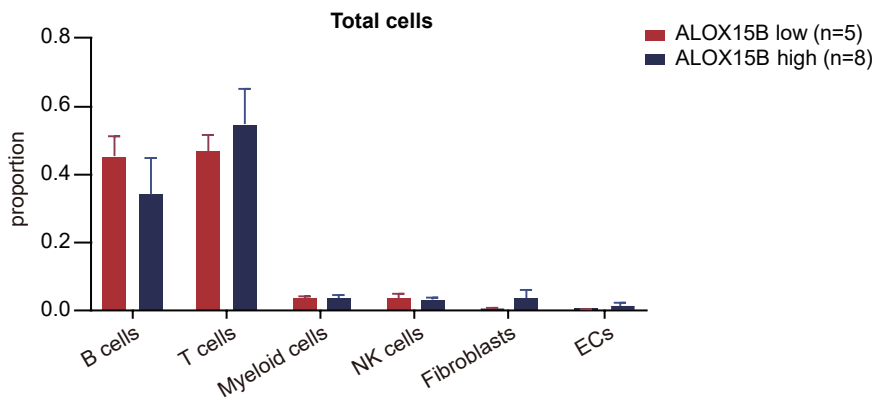

C

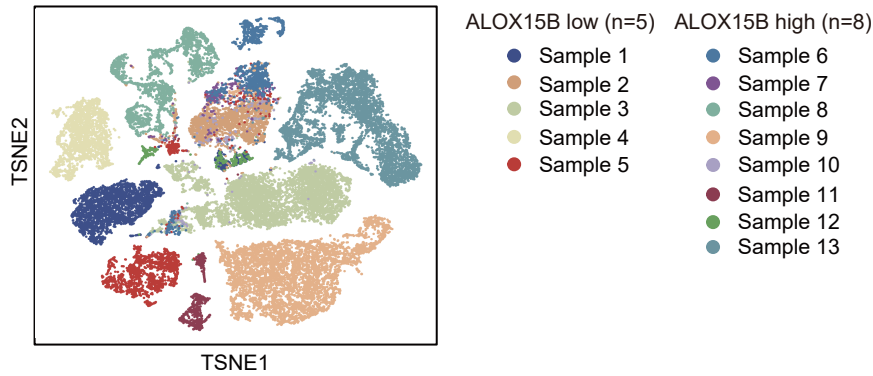

E

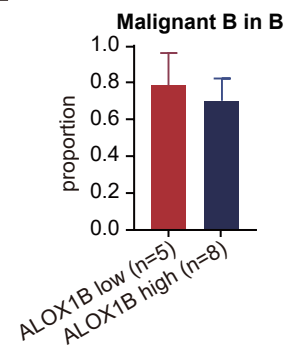

D

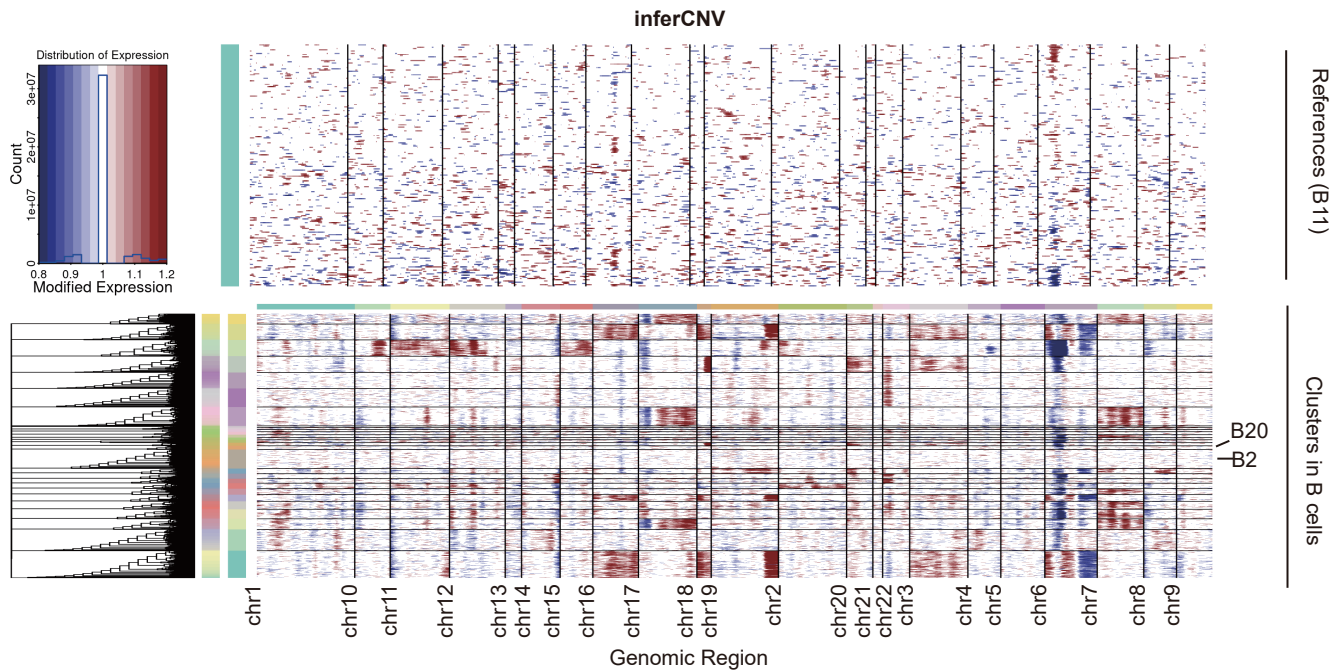

# Supplementary Figure S4

A

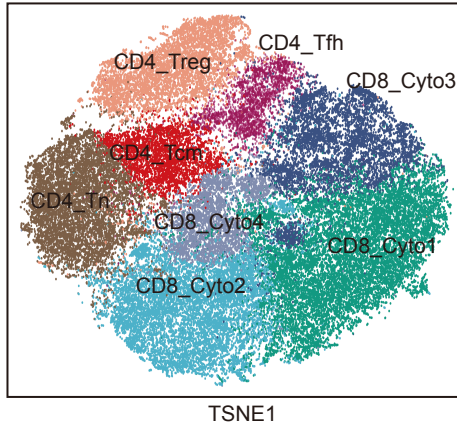

C

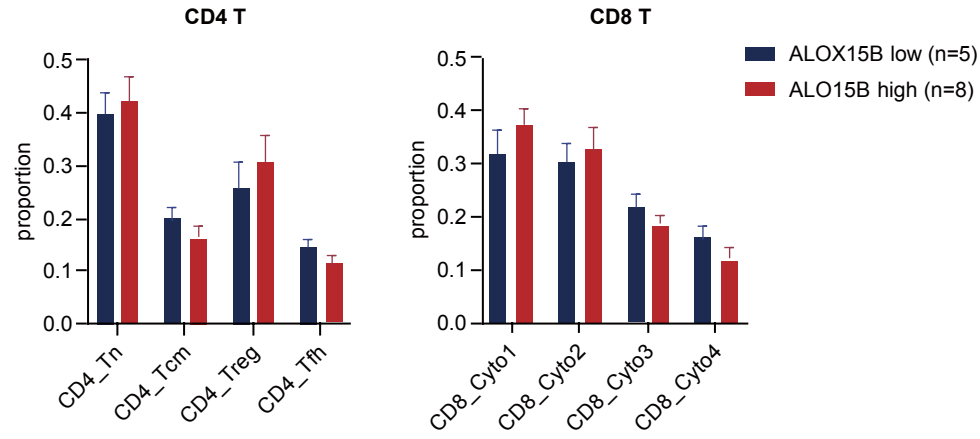

B

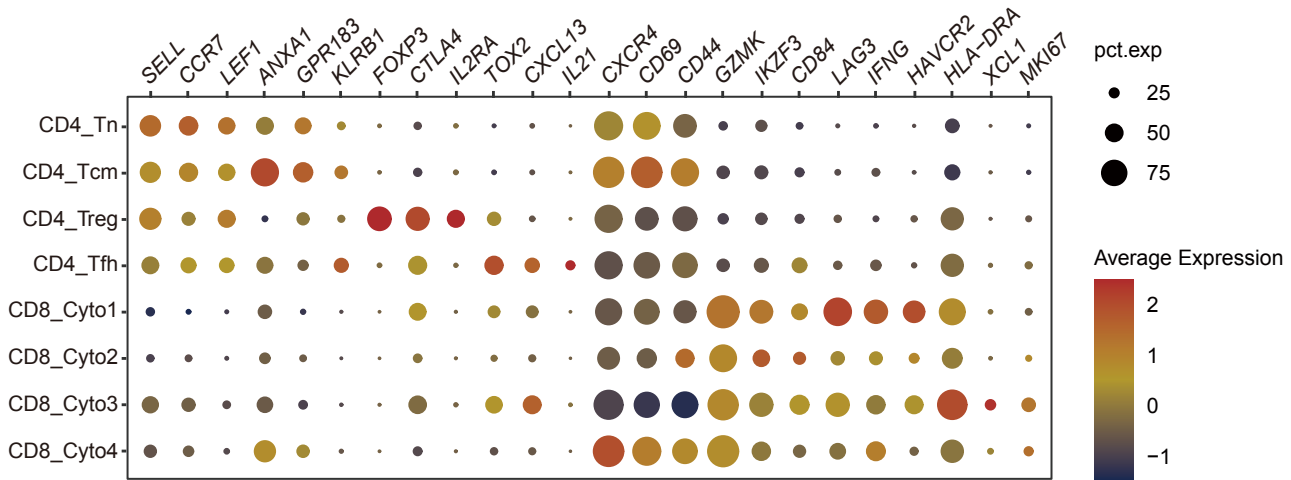

D

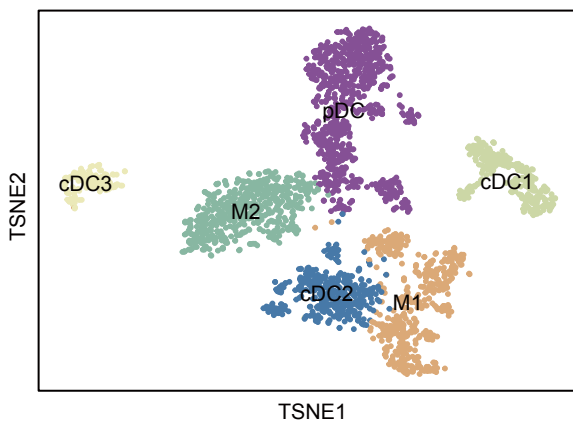

F

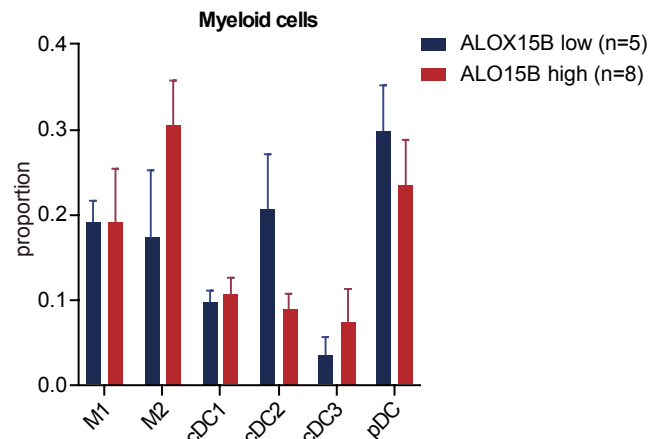

E

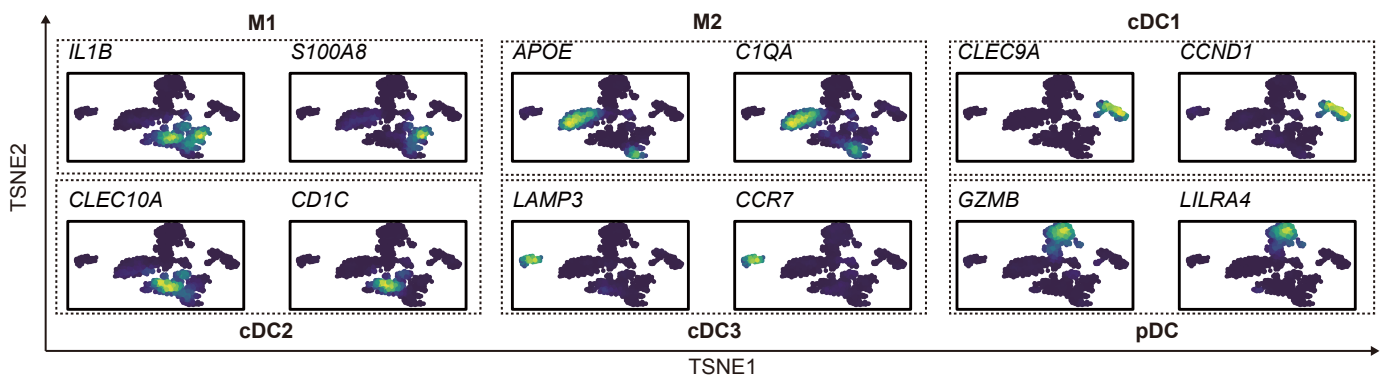

# Supplementary Figure S5

A

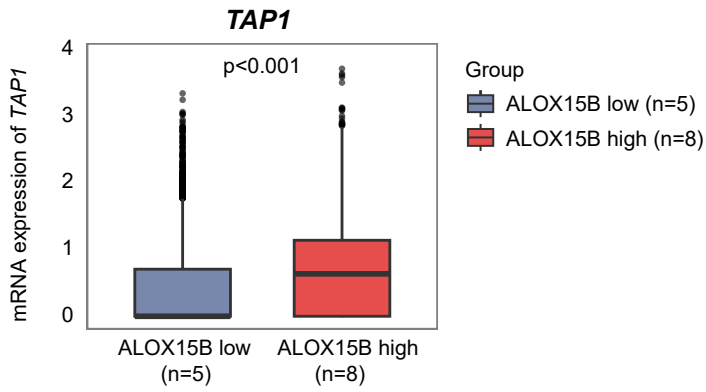

B

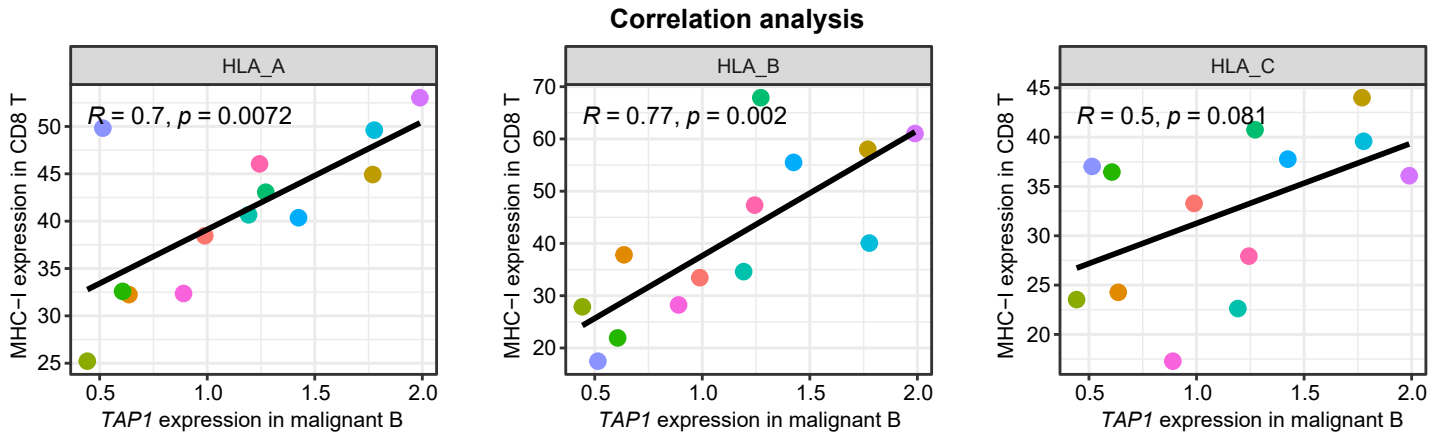

# Supplementary Figure S6

**A**

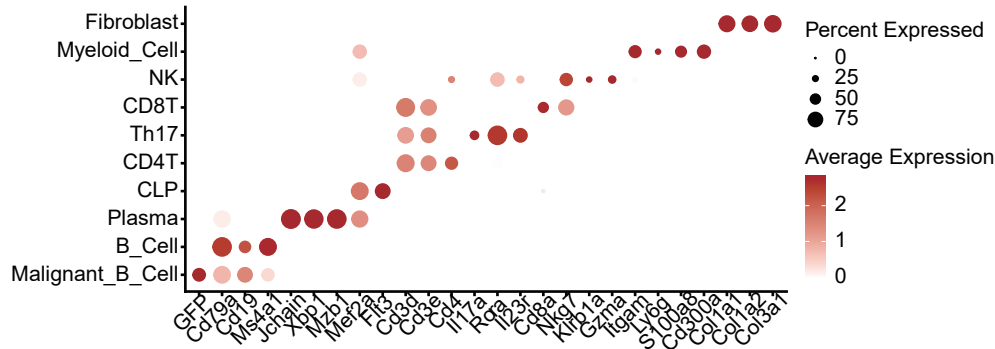

**B**

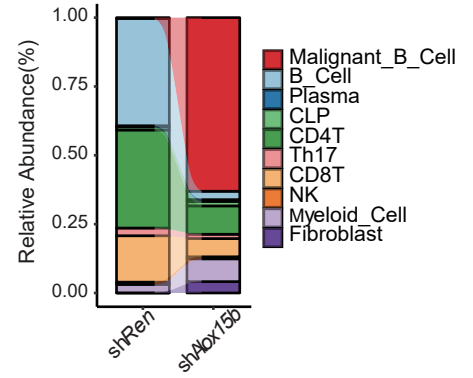

**C**

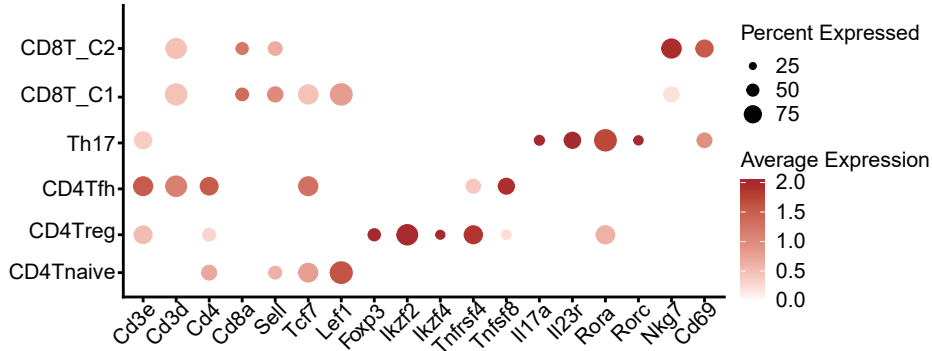

**D**

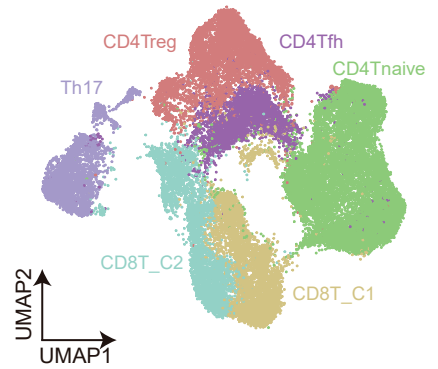

**E**

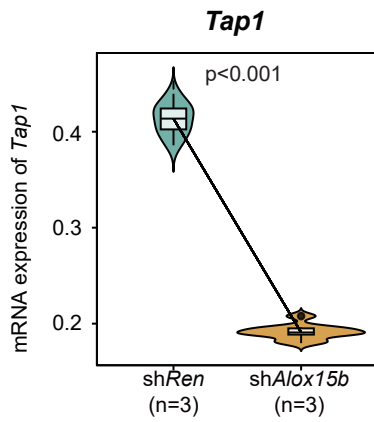

**F**

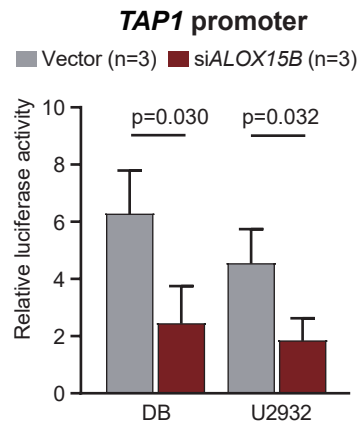

**G**

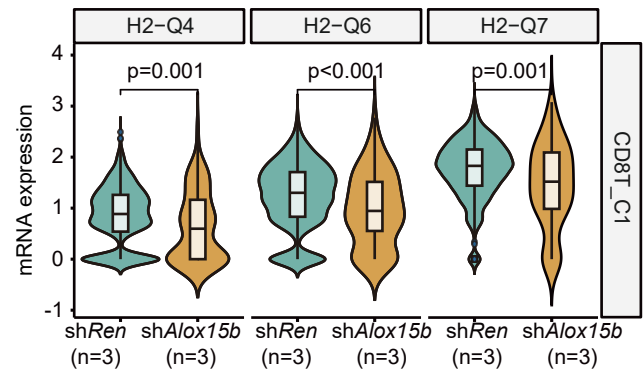

**H**

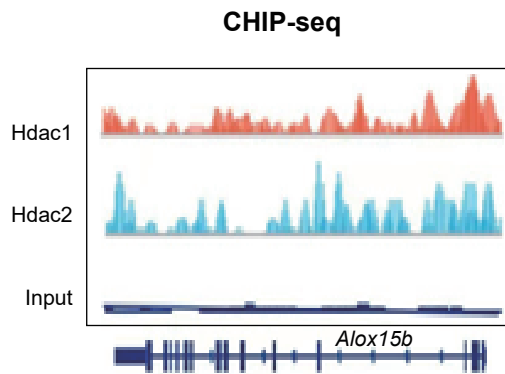

**I**

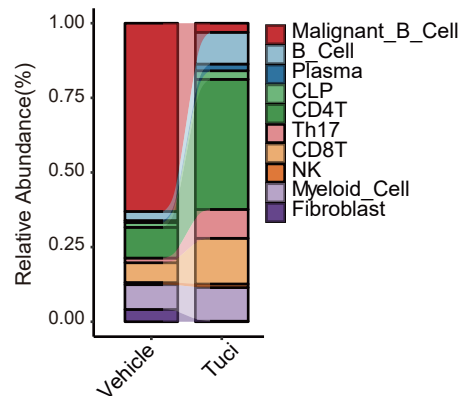

**J**

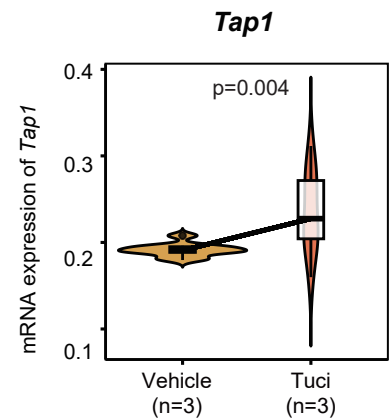

# Supplementary Figure S7

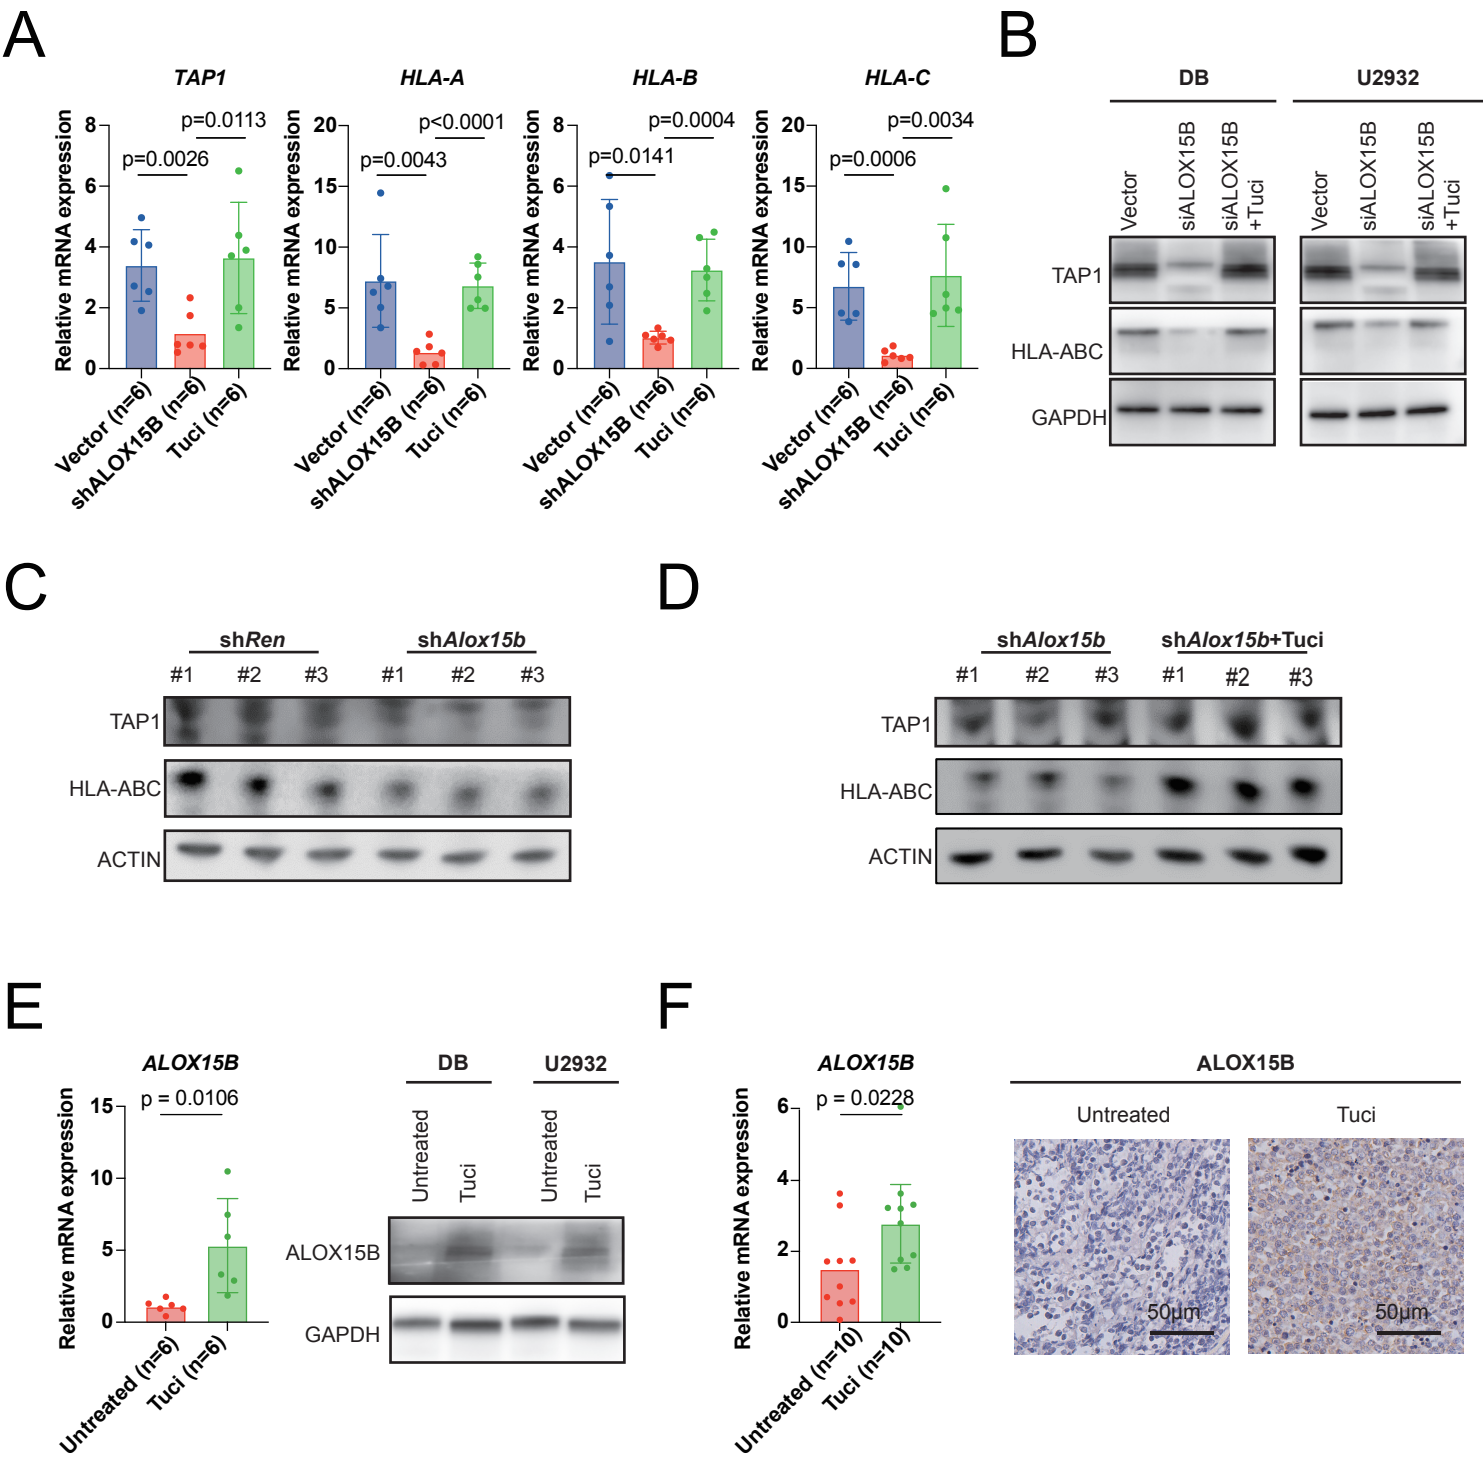

# Supplementary Figure S8

A

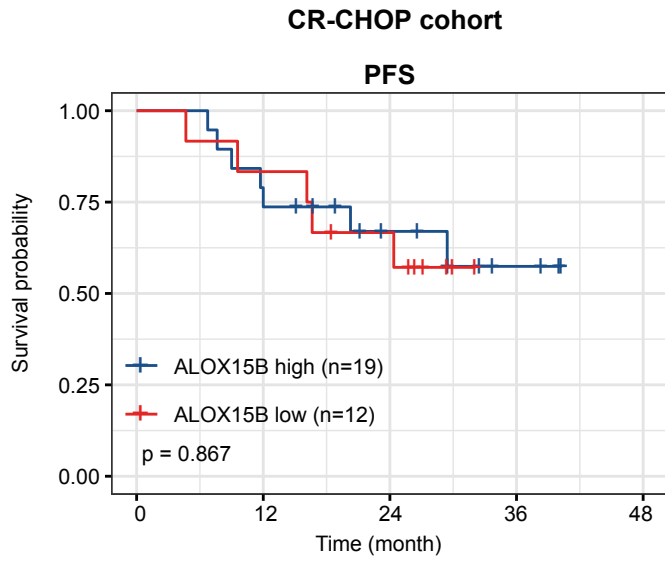

B

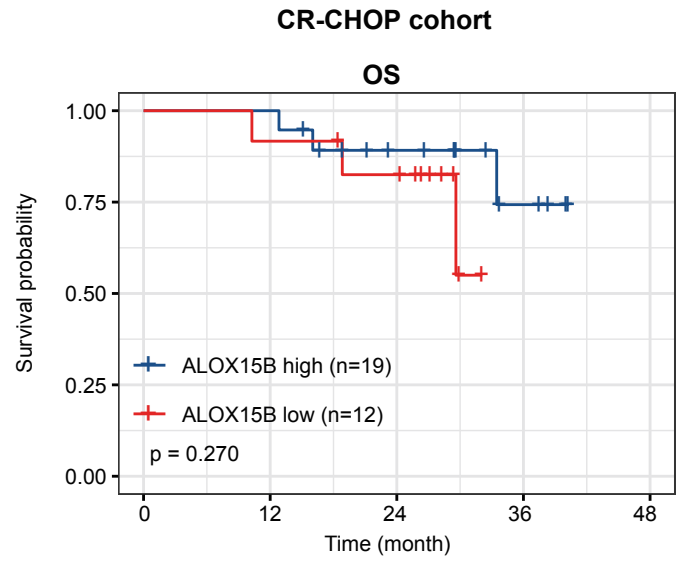

**Supplement:** Supplementary file 1 — Supplementary Material 1: Supplementary Figure S1. Flowchart of patient selection and analysis. This flowchart outlines the process of patient selection and analysis in the study. A total of 360 patients with bulk-RNA sequencing data were included. These patients were categorized into two groups based on their treatment regimen: R-CHOP cohort (n=329) and CR-CHOP cohort (n=31). Supplementary Figure S2. Analysis of genes located on the 17p.13 region. (A) Scatter plot showing the relationship between gene expression levels and PFS for 195 genes located on the 17p.13 region. The genes ALOX15B, TAX1BP3, MYH8, KIF1C, and PITPNM3 are highlighted in red, indicating that their low expression levels are significantly associated with PFS, based on the log2 (fold change) and −log10 (p-value). (B) Table presenting the area under the curve (AUC) values for the genes ALOX15B, TAX1BP3, MYH8, PITPNM3, and KIF1C, along with standard error and asymptotic significance. (C) Box plot comparing the mRNA expression levels of ALOX15B in patients with and without the 17p deletion (17p-). The expression levels of ALOX15B are shown for 17p- (n=21) and non-17p- (n=332) groups, with no significant difference (p=0.583). Supplementary Figure S3. Identification of distinct cell types within the tumor microenvironment of patients with diffuse large B-cell lymphoma. (A) Density plot depicting the expression of marker genes across different cell types. (B) Proportions of each cell type in patients grouped by different ALOX15B expression levels. (C) t-SNE plot showing the distribution of B cells across various samples. (D) Heatmap representing copy number variations (CNVs) for each B cell subcluster (reference: cluster B11; red indicates amplifications, blue indicates deletions). (E) Proportion of malignant B cells within the total B cell population across patients with different ALOX15B groups. Supplementary Figure S4. Analysis of T cells and myeloid cells in the tumor microenvironment. (A) t-SNE plot

# Supplementary material for: Low expression of ALOX15B modulates immunosuppressive tumor microenvironment in diffuse large B-cell lymphoma via the TAP1/MHC-I axis
**Source:** J Exp Clin Cancer Res. 2026 Jan 12;45:43. doi: 10.1186/s13046-025-03613-2
**Supplement:** Supplementary file 2 — Supplementary Material 2.

**Supplementary Table S1.**

Sequences of primers for RT-PCR.

| Name | Forward | Reverse |
| --- | --- | --- |
| *ALOX15B* | GACCCTGCTATACCAGAGCC | ACCAGTCCCACTTGTCATCAG |
| *TAP1* | CTGGGGAAGTCACCCTACC | CAGAGGCTCCCGAGTTTGTG |
| *HLA-A* | AAAAGGAGGGAGTTACACTCAGG | GCTGTGAGGGACACATCAGAG |
| *HLA-B* | GGGATGGCGAGGACCAAAC | ACAGCTCCGATGACCACAAC |
| *HLA-C* | CCATGAGGTATTTGTGGACCG | TCTCGGACTCTCGTCGTCG |
| *GAPDH* | GGAGCGAGATCCCTCCAAAAT | GGCTGTTGTCATACTTCTCATGG |
| *Tap1* | TTCCCTCAGGGCTATGACAC | CTGTCGCTGACCTCCTGAC |
| *H2-Q4* | GGATGGAACCTTCCAGAAGTGG | GCCATGTTGGAGACAGTGGATG |
| *H2-Q6* | GAGATACTACAACCAGAGCAAGG | TTTCAGGTCTTCGTTCAGGG |
| *H2-Q7* | GAGCAGGCTGGTATTGCAGAG | CACCATAAGACCTGGGGTGA |
| *Gapdh* | TGTCCGTCGTGGATCTGAC | CCTGCTTCACCACCTTCTTG |

**Supplementary Table S2.**

List of 195 genes located on the 17p (17p.13) region.

How the deposited data were processed for this re-analysis (not part of the article)

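Single-cell RNA sequencing of lymph nodes was analysed for 6 mice that carried shAlox15b and Myc lymphomas, 3 treated with vehicle and 3 with tucidinostat at 12.5 mg/kg/day. The authors' methods name Cell Ranger 7.0.1 and the header of the deposited matrices names 7.1.0. The deposited files of each mouse are a matrix of raw UMI counts without normalization, a list of cell barcodes and a list of 28001 features with gene identifiers and symbols, 3 of which are plasmid sequences (MYCCL, GFP and emlmshalox15b). The values were checked to be whole numbers, and the first feature was used where a symbol occurs more than once. Gene positions are those of GENCODE vM21 on GRCm38. Samples were grouped by the treatment in their titles. For tucidinostat replicates 1 and 3, the titles and the names of the files give different replicate numbers, and the titles were used, which leaves the groups as they are. The paper's results describe treatment for 1 week, while its methods describe treatment until tumors were seen in all vehicle-treated mice. The plasmid features other than GFP and the T cell receptor genes were not analysed here. The features hold no immunoglobulin genes.

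Barcodes with fewer than 200 genes and genes in 3 or fewer cells were removed, as in the paper's methods for mice, and 65660 of 66286 barcodes remained. In Python 3.11.15 with scanpy 1.11.5, scikit-learn 1.9.0, leidenalg 0.10.2 and igraph 0.11.9, counts were scaled to 10000 per cell and log-transformed, 4000 variable genes were chosen by the vst ranking, and 30 principal components were computed, of which 20 served to find 20 neighbors per cell. Leiden clusters were built at a resolution of 1 with random seed 0. T-like and NK-like clusters were clustered again to separate CD4 T-like and CD8 T-like cells and the sub-clusters CD8T_C1-like and CD8T_C2-like. Clusters were named by lists of marker genes written before the data were examined. The rule that turns markers into names was rewritten 3 times after clusters were seen and before any test of expression was run, and the rule used is version 4. Clusters with markers of more than 1 lineage, with fewer than 3 detected markers, with leading genes of another class, or with few UMIs and no marker among their leading genes were left unnamed. They held 13.6% ± 7.41 (SD, n = 3 mice) of the cells in the vehicle group and 12.8% ± 1.26 in the tucidinostat group. No doublet or mitochondrial filter was applied in the main setting. Scrublet's automatic threshold marked 0, 0 and 2 cells in the vehicle-treated mice and 141, 322 and 99 in the tucidinostat-treated mice. Doublets were therefore removed in an alternative at the expected rate of 0.8% per 1000 barcodes, chosen after that threshold was seen.

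Counts were summed per mouse and class, leaving out mice with fewer than 20 cells of the class, and compared in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test, two-sided) with Benjamini-Hochberg adjustment and a threshold of 0.05. Cell numbers per class were compared with the same test, over all cells and over cells that were not malignant B-like. Shares and ligand-receptor products were compared with exact two-sided permutation tests over mice, whose smallest p is 0.1. CellChat and the gene ontology files were not used here. Gene lists were compared with limma 3.58.1 (camera with a preset inter-gene correlation of 0.01 on log2 CPM with a prior count of 2, and fry). They were lists of MHC-I and MHC-II antigen presentation, extrinsic apoptotic signaling, prostaglandin transport, prostaglandin synthesis and receptors, cytotoxicity and cell killing. Mouse Reactome sets from fgsea 1.28.0 were read beside them. Named genes are every mouse gene the paper names for this experiment and, in each class, the 5 largest rises and the 5 largest falls among genes past the threshold with a mean of at least 20 CPM and no overlap between the groups. Folds against a group without counts are lower bounds with a floor of 3 counts over the group. Intervals and floors cover counting error only. Tested on simulated data in 4 draws, each with 200 changed genes, the test recovered 61.4% to 64.6% of the 192 to 199 changed genes that passed the low-count filter in malignant B-like cells with 2.34% to 12.6% false calls, and 76.5% to 83.8% of the 197 to 200 in CD8 T-like cells with 4.71% to 8.84% false calls.

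The lists, tests, named-genes rule and most alternatives were fixed before the data were examined. These alternatives were each mouse left out, the replicate number as a block, DESeq2 1.42.0, its size factors in edgeR, no low-count filter, a strict cell filter (at most 15000 UMIs, 6000 genes and 15% mitochondrial UMIs, the paper's filter for patients), Leiden resolutions of 0.5 and 2, plasmid-positive cells, B-lineage cells as the denominator, an absolute log2 fold change above 0.5, fry, camera with an estimated correlation, cells thinned to 2000 UMIs, the CD8 T-like sub-clusters, linear counts, and subtraction of free RNA of malignant cells. Free RNA was estimated from Cd79a and Cd79b. Igkc and Ighm were also planned for this but are not among the features. Free RNA made up 2.76% to 8.76% of CD8 T-like counts with vehicle and 0.665% to 1.21% with tucidinostat. Doublet removal at the expected rate, T-lineage cells with a Cd8a or Cd8b1 UMI and no Cd4 UMI, removal of a low-UMI cluster rich in mitochondrial RNA, sums thinned to the smallest mouse, lists without the naming markers, and lists without genes that had no UMI in a group were chosen after the data were seen.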

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

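In this part, the thinning of the sums to the smallest mouse was chosen only after the sums were seen to differ between the groups.

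Nt5e and Tcf7l2 are genes that the paper does not discuss. Nt5e had the largest rise in malignant B-like cells of the tucidinostat group (log2 fold change 3.93, adjusted p = 1.5e-04 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 treated mice than in every vehicle-treated mouse). The adjusted p over its alternatives ranged from 1.5e-70 to 0.099, and the highest belongs to the strict cell filter, where the log2 fold change was 2.06. RNA or cells of another type in the malignant B-like sums would need the markers of that type at a matching share. The class that could reach the Nt5e level with the smallest share was CD4 T-like, which would need 26.4% of the counts, while its markers reached 0.283%, and the highest share that any class reached was 2.64%. The tables therefore argue against this source. A difference in depth is argued against for malignant B-like genes as a set, since 61.7% of the genes past the threshold, among those tested again, stayed past it with sums thinned to the smallest mouse. An effect of tucidinostat, the difference that the design names, stays open and was not tested further.

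Tcf7l2 was the only gene among the 5 largest rises of both classes. Its log2 fold change was 2.56 in malignant B-like cells (adjusted p = 5.5e-04) and 3.33 in CD8 T-like cells (adjusted p = 5.9e-05, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in each class 3 of 3 treated mice lay above every vehicle-treated mouse. Whether the 2 rises differ was not tested. In malignant B-like cells, the smallest share that another class would need is 33.6%, for fibroblast-like cells, whose markers did not rise with tucidinostat. In CD8 T-like cells, the smallest is 13.3%, again for fibroblast-like cells, whose markers reached 0.00086%. CD4 T-like cells would need 112%. Their markers reached 38.5% there and 67.9% at the highest, but these values do not measure a share of CD4 T cells. The markers were chosen against the CD8 T-like cells of the vehicle group. They include Ifngr2, itself among the 5 largest rises of CD8 T-like cells. A Cd4 UMI was found in 4.22% of CD8 T-like cells with tucidinostat and in 17.1% with vehicle. In malignant B-like cells, the needed and reached shares argue against RNA or cells of another type as the source. In CD8 T-like cells, they argue against it as the whole source, but a part from CD4 T-like cells stays open. In CD8 T-like cells, 71.4% of the genes past the threshold, among those tested again, stayed past it with thinned sums. In the CD8T_C1-like sub-cluster, with a single vehicle-treated mouse, Tcf7l2 had a log2 fold change of 1.41 and did not pass (adjusted p = 0.30). The adjusted p over the alternatives ranged from 6.3e-37 to 0.0091 in malignant B-like cells and from 2.4e-38 to 0.30 in CD8 T-like cells. The real grouping gave more genes past the threshold than the other splits of the mice in both classes (1 of 10 splits as large, the real one included), but with 10 splits chance cannot be excluded. An effect of tucidinostat stays open, as for Nt5e.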

How the results depend on the processing

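Over 54 results, 890 values under alternatives were compared with the main value. Of these, 791 kept their direction and their side of the threshold or stayed close to the main value, 42 kept their direction but no longer passed, 16 kept it and newly passed, 17 moved and 24 reversed. Where a value changed, the cause was not tested unless it is named. Doublet removal at Scrublet's automatic threshold was not run, since it marked almost no cell of the vehicle-treated mice. In this part, doublet removal at the expected rate, CD8 UMI cells, removal of the low-UMI mitochondrial cluster, sums thinned to the smallest mouse, lists without naming markers and lists without genes at 0 in a group were chosen after seeing the data.

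The strict cell filter changed malignant B-like results most. The difference in malignant B-like share was −23.5 percentage points, 314 genes passed in malignant B-like cells, H2-Q4 there reversed to 1.02, Hbb-bs reversed to 0.84, the MHC-I list rose to 0.87 and passed, extrinsic apoptotic signaling passed at 0.49, and myeloid-like cells reversed to −0.36. In CD8 T-like cells, H2-Q6 reversed to 0.0047. This filter removes cells with over 15000 UMIs, which many malignant B-like cells have. With plasmid-positive cells, the difference in malignant share was −33.9. With malignant B-like cells left out of the denominator, myeloid-like cells reversed to −0.56.

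Without a low-count filter, extrinsic apoptotic signaling passed at 0.73, prostaglandin transport in malignant B-like cells reversed to −0.057 and H2-Q6 in CD8 T-like cells to 0.016. In fry, extrinsic apoptotic signaling passed with its value of 0.35, and prostaglandin synthesis and receptors in malignant B-like cells passed with its value of −0.89. With an estimated correlation, cytotoxicity (−1.34) and cell killing (−1.12) no longer passed. With thinned sums, 1455 genes passed in malignant B-like cells and 2695 in CD8 T-like cells, where fewer genes were tested, H2-Q6 in CD8 T-like cells reversed to 0.012, the MHC-I list in malignant B-like cells to −0.0035 and prostaglandin synthesis, with 6 instead of 12 genes tested, to 0.21. With cells thinned to a fixed number of UMIs, the difference in the share with a Tap1 UMI was −6.39 percentage points (exact permutation p = 0.1, so this design cannot pass). In CD8 UMI cells, H2-Q6 reversed to 0.23.

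At a Leiden resolution of 0.5, 2159 genes passed in CD8 T-like cells and Tap1 was −0.034. At a resolution of 2, 2260 genes passed, Tap1 was −0.52, short of the threshold, and the ligand-receptor product differed by 0.049. On linear counts, which is another scale, the product differed by 0.473. The products of the groups overlapped in both, and also at a resolution of 0.5 (0.067) and under the strict cell filter (0.138). In CD8T_C1-like cells, where 1 vehicle-treated mouse is compared with 3, 18 genes passed, Tap1 reversed to 0.93, H2-Q7 to 0.85 and H2-Q6 to 0.20, and cytotoxicity (−1.70) and cell killing (−0.82) no longer passed. The smaller number of mice and cells is part of that alternative, and the mean of the other genes there was 1.29 beside a median of 0.23 over all genes, so the list values say little.

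With single mice left out, the number of genes in malignant B-like cells ranged from 670 (without vehicle replicate 3) to 3198 (without tucidinostat replicate 2). H2-Q6 ranged from −0.13 to 0.63 in malignant B-like cells and from −0.17 to 0.0023 in CD8 T-like cells. The MHC-I list in malignant B-like cells ranged from −0.035 (without vehicle replicate 1) to 0.62, prostaglandin transport there from −0.86 to 0.44 (with 17 and 10 genes tested), and prostaglandin synthesis there from −1.20 to 0.12 (with 13 and 6 genes tested). The last list rests in part on Ptgis, with no UMI in the treated mice, and lay −0.36 from the rest without genes at 0 in a group. Tap1 in CD8 T-like cells stayed between −0.74 and −0.51 and passed each time.

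With the replicate number as a replicate block, 2586 genes passed in malignant B-like cells and 4596 in CD8 T-like cells. The deviations of mice with the same number from their group means correlated across genes by −0.01 to 0.06 in malignant B-like cells and by −0.07 to 0.22 in CD8 T-like cells, so the numbers give no sign of pairing. Depth limits the treated malignant B-like sums, which rest on 122 to 472 cells per mouse, and genes such as Alox8, with 2 UMIs there.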

Differences from the paper's values

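Mice were the replicates here. The paper's shares of cell classes were read by eye from its figures, and a share was counted as within the paper's value where it lay within 1.5-fold of it or within 1 SD over mice. In the vehicle group, CD4 T cells are about 10% in Supplementary Fig. S6I, the paper's value, and CD4 T-like cells were 3.40% ± 1.84 (SD, n = 3 mice) here. Of the alternatives set before the data were examined, only the strict cell filter came within the paper's value (10.3%). Leaving out single vehicle-treated mice and Leiden resolutions of 0.5 and 2 did not, and neither did doublet removal at the expected rate, which was chosen after seeing the values. CD8 T cells of the vehicle group are about 7% in Supplementary Fig. S6I, the paper's value, against 3.57% ± 1.28 here, and no alternative came within it, with values from 1.33% (Leiden resolution 0.5) to 11.7% (strict cell filter). CD8 T cells of the tucidinostat group are about 15% in Supplementary Fig. S6I, the paper's value, against 9.39% ± 1.04 here. A Leiden resolution of 0.5 (10.3%) and the strict cell filter (12.3%) came within it, while single mice left out, a Leiden resolution of 2 and the doublet removal did not.

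The paper reports higher Tap1 and non-classical MHC-I expression in CD8 T cells after tucidinostat. In CD8 T-like cells, Tap1 had a log2 fold change of −0.63 (adjusted p = 0.0075 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), H2-Q4 of −0.33, H2-Q6 of −0.07 and H2-Q7 of −0.29. The paper's direction was reached in the CD8T_C1-like sub-cluster for Tap1 (0.93, adjusted p = 0.61), H2-Q6 (0.20) and H2-Q7 (0.85, adjusted p = 0.16), without passing the threshold, while the median over all genes tested there was 0.23. Over the other settings and single mice left out, the adjusted p ranged from 0.0022 to 0.92 for Tap1 and from 0.066 to 0.90 for H2-Q7. H2-Q6 also reached it without a low-count filter (0.02), under the strict cell filter (0.0047), without tucidinostat replicate 2 (0.0023) or 1 (7.5e-04), and, in settings chosen after seeing the values, with thinned sums (0.01) and in CD8 UMI cells (0.23), without passing. The share of CD8 T-like cells with a UMI before thinning was also in the paper's direction, at 34.2% with vehicle and 43.9% with tucidinostat for Tap1, 53.9% and 73.0% for H2-Q4, 77.0% and 89.5% for H2-Q6, and 91.2% and 98.2% for H2-Q7 (exact two-sided permutation test, p = 0.1 for each).

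The paper reports higher cytotoxicity and cell killing in CD8 T cells after tucidinostat. Here the cytotoxicity list lay −1.34 and the cell killing list −1.12 from all other genes (camera with Benjamini-Hochberg adjustment, adjusted p = 1.7e-04 and 1.3e-04). Both lists stayed below the other genes in the settings other than the CD8T_C1-like sub-cluster. There, with a single vehicle-treated mouse of 20 cells, the mean log2 fold change of cell killing was 0.48, in the paper's direction, with 9 genes higher, 8 lower and fry's direction up (adjusted p = 0.49). This lies above the median of 0.23 over all genes tested and below the mean of 1.29 of the other genes. The mean of cytotoxicity there was −0.40. Before thinning, the share of CD8 T-like cells with a Prf1 UMI was 7.42% with vehicle and 10.9% with tucidinostat. With cells thinned to 2000 UMIs, the Prf1 shares were 2.60% and 2.31% (exact two-sided permutation test, p = 0.5). For Gzmb, the shares were 29.3% and 28.9% before thinning and 21.4% and 12.6% after it.

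The paper reports lower expression of prostaglandin transport genes after tucidinostat. Here the list lay 0.10 above the rest in malignant B-like cells (camera adjusted p = 0.65), with 7 genes higher and 7 lower, and −0.20 from the rest over all cells (camera adjusted p = 0.83). Over all cells under the strict cell filter it lay −0.61 from the rest, with 3 genes past the threshold higher and 9 lower, and passed in fry (adjusted p = 0.0076) but not in camera (adjusted p = 0.17). In malignant B-like cells it was below the rest without a low-count filter (−0.06, 20 genes tested, fry adjusted p = 0.019) and when any single tucidinostat-treated mouse was left out, with 17 instead of 14 genes tested (down to −0.86 without tucidinostat replicate 3, fry adjusted p = 0.0054), without passing in camera. In the other direction it passed in fry without vehicle replicate 3 (0.44, 10 genes tested, adjusted p = 0.046). Over all cells, the list of prostaglandin synthesis and receptors lay −0.16 from the rest (camera adjusted p = 0.83, fry adjusted p = 0.55). Under the strict cell filter it lay −0.48 from the rest there, with 4 genes past the threshold higher and 7 lower. It then passed in fry (adjusted p = 3.2e-04) but not in camera (adjusted p = 0.17). With single mice left out, it passed in fry over all cells only without vehicle replicate 1 (adjusted p = 0.024). For prostaglandin synthesis and receptors in malignant B-like cells, the 12 tested genes passed lower in fry (adjusted p = 2.4e-04) but not in camera (adjusted p = 0.24). Among them, Ptgis had no UMI in the treated mice. Without such genes, a setting chosen after seeing the values, the list lay −0.36 from the rest (camera adjusted p = 0.64, fry adjusted p = 0.067), and the Reactome set for synthesis of prostaglandins and thromboxanes lay −0.54 from the rest and passed in fry (adjusted p = 0.013 over the Reactome sets) but not in camera (adjusted p = 0.29).

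The paper reports stronger antigen presentation and apoptotic pathways after tucidinostat. In malignant B-like cells, the MHC-I list did not pass (0.12, camera adjusted p = 0.72) except under the strict cell filter (0.87, adjusted p = 8.5e-07). The MHC-II list did not pass (0.41, adjusted p = 0.099) except under DESeq2 (0.36), without a low-count filter (0.98), under the strict cell filter (1.27) and without tucidinostat replicate 2 (0.71). Under the strict cell filter, the tucidinostat sums rested on 31, 69 and 49 cells per mouse. B-like markers reached 11.3% of their counts, so normal B cells stay open as a part of both rises under that filter. Extrinsic apoptotic signaling did not pass (0.35, adjusted p = 0.19) except in fry (adjusted p = 0.017), without a low-count filter (0.73, adjusted p = 0.035) and under the strict cell filter (0.49, adjusted p = 0.044), and the calls in the last 2 settings did not hold in fry (adjusted p = 0.11 and 0.19). Over the alternatives, the adjusted p ranged from 8.5e-07 to 0.97 for the MHC-I list and from 0.017 to 0.59 for extrinsic apoptotic signaling. The Reactome set for caspase activation by extrinsic signaling passed in fry (adjusted p = 0.0030 over the Reactome sets) and the set for folding and peptide loading of class I MHC did not (adjusted p = 0.051). H2-Q7 in malignant B-like cells passed under the strict cell filter (3.32) and with doublets removed at the expected rate, chosen after seeing the values (0.99), and H2-Q6 under the strict cell filter (2.56).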

Other observations

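In this part, the tests of the ligand-receptor product, of the malignant share without the low-UMI cluster, of fibroblast-like cells and of the cytotoxicity list were chosen only after the result was seen, as were CD8 UMI cells, thinned sums and the removal of the low-UMI cluster as settings.

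The real grouping of the mice gave the most genes past the threshold in malignant B-like cells and in CD8 T-like cells and the most classes past it in the composition test (each 1 of 10 splits as large, the real one included). With 3 mice against 3, chance cannot be excluded in this way. Free RNA of malignant cells is argued against as the whole source of the genes in CD8 T-like cells, since 91.4% of those tested again stayed past the threshold after its subtraction. A larger share of naive-like cells is argued against as their whole source too, since 71.8% stayed within the CD8T_C2-like sub-cluster, but a part stays open. A difference in depth is argued against in the same way, with 71.4% in CD8 T-like cells and 61.7% in malignant B-like cells after thinning of the sums. Without a cluster of malignant B-like droplets with few UMIs and much mitochondrial RNA, 96.2% of the genes in malignant B-like cells stayed. With these droplets taken out of the malignant B-like count but kept in the total, the difference in malignant share was −45.9 percentage points. Both values argue against these droplets as the whole source of the genes or of the difference in share. An effect of treatment, the difference that the design names, stays open.

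Tap1 was lower in the CD8 T-like cells of the tucidinostat group. CD4 T cells in that class are argued against as the source, since the log2 fold change was −0.59 among T-lineage cells with a Cd8a or Cd8b1 UMI and no Cd4 UMI, within its standard error of the value over the class. It does depend on how the class is drawn, with −0.03 at a Leiden resolution of 0.5. For H2-Q6 and H2-Q7, reads shared between copies stay open, since the sum over the H2-Q genes had a log2 fold change of −0.23 with a standard error of 0.16. Under the strict cell filter, H2-Q7 was higher in malignant B-like cells. Normal B cells among them would need 32.8% of the counts in the tucidinostat group, and B-like markers reached 11.3%, or 15.9% at the highest. This argues against such cells as the whole source under that filter but leaves a part open. In the main setting, where H2-Q7 did not pass, normal B cells would need 1.18% of the counts. B-like markers reached 0.580% there, or 2.64% at the highest, so normal B cells stay open as a source in that setting.

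The cytotoxicity list was lower in CD8 T-like cells of the tucidinostat group. A larger share of naive-like cells is argued against as the whole source, since the list lay −1.17 from the rest within the CD8T_C2-like sub-cluster. Other T cells in the class of the vehicle group are argued against as well, since it lay −1.09 from the rest among T-lineage cells with a Cd8a or Cd8b1 UMI and no Cd4 UMI. Treatment and the tumor burden that differs with it stay open and were not tested.

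The ligand-receptor product was higher in the tucidinostat group. A higher ligand level on malignant B-like cells is argued against, since that level differed by −0.0056 and the groups overlapped. Under the strict cell filter it was higher by 0.093, again with overlap. Other T cells in the CD8 T-like class of the vehicle group stay open as a source of the lower receptor level, since the products of the groups overlapped at Leiden resolutions of 2 and 0.5, with differences of 0.049 and 0.067. They also overlapped under the strict cell filter and on linear counts.

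Fibroblast-like cells were fewer in the tucidinostat group. A larger share of other classes is argued against as the whole source, since the log2 fold change was −6.43 with malignant B-like cells left out of the denominator and 10 to 14 such cells were found per treated mouse, against 334 to 817 per vehicle-treated mouse. How much tissue of each node was taken was not tested.

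Secretory-gland transcripts were found in the libraries. Obp1a had a mean of 881 CPM over all cells of the vehicle-treated mice and was listed at 0 in all 3 tucidinostat-treated mice. Bpifa2 had means of 1438 and 309 CPM. Of a list of salivary and lacrimal gland genes written before their levels were seen, 4 were higher in each vehicle-treated mouse than in each tucidinostat-treated mouse, and others, such as Dcpp3 with means of 77.6 and 134 CPM, went the other way. Gland tissue next to the nodes may have been taken along, in amounts or kinds that differed between mice, but the list does not decide this. Obp1a, Obp1b, Scgb2b2, Scgb1b2, Bpifa2, Dcpp1 and Smr3a together took 118, 437 and 550 of every 10000 UMIs in the unnamed cells of the vehicle-treated mice and 108, 69.9 and 0 in those of the tucidinostat-treated mice. The level in unnamed cells was 49.4 times the median of the named classes, as the median over the vehicle-treated mice, so free RNA spread evenly over droplets would not give this difference, but the unnamed droplets hold few UMIs and the free part cannot be told apart from gland cells.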
